# Whole-Transcriptome Profiling and circRNA-miRNA-mRNA Regulatory Networks in B-Cell Development

**DOI:** 10.3389/fimmu.2022.812924

**Published:** 2022-03-21

**Authors:** Jie Pan, Saineng Hu, Xuanyao Ren, Hao Hu, Xiaoying Deng, Bo Yu, Inma Cobos, Xiaofan Chen, Wei Zhang

**Keywords:** circRNA, ceRNA network, B-lymphocyte development, B-lymphocyte differentiation, RNA-seq

## Abstract

The generation and differentiation of B lymphocytes (B cells) is a flexible process with many critical regulatory factors. Previous studies indicated that non-coding RNAs play multiple roles in the development of lymphocytes. However, little has been known about the circular RNA (circRNA) profiles and their competing endogenous RNA (ceRNA) networks in B-cell development and differentiation. Here, four B-cell subsets were purified from single-cell suspensions of mouse bone marrow. Then RNA sequencing (RNA-Seq) was used to display expression profiles of circRNAs, miRNAs and mRNAs during B-cell differentiation. 175, 203, 219 and 207 circRNAs were specifically expressed in pro-B cells, pre-B cells, immature B cells and mature B cells, respectively. The circRNA-associated ceRNA networks constructed in two sequential stages of B-cell differentiation revealed the potential mechanism of circRNAs in these processes. This study is the first to explore circRNA profiles and circRNA-miRNA-mRNA networks in different B-cell developmental stages of mouse bone marrow, which contribute to further research on their mechanism in B-cell development and differentiation.

## Introduction

B lymphocytes (B cells) were defined as a group of lymphocytes that express clonally diverse cell-surface immunoglobulin receptors (1), which were discovered in the 1960s (2, 3). Mouse and human lymphocytes are generated from pluripotent hematopoietic stem cells (HSCs) in the fetal liver and adult bone marrow (BM) (4). Nevertheless, B cells develop in the bone marrow, while T lymphocytes (T cells) are formed in the thymus. The B cell receptor (BCR) is a membrane immunoglobulin (mIg), which is essential for B cell development and survival (5). Under the recombinase activity of Rag1/Rag2 (recombination activating gene, RAG) endonuclease, the BCR was formed through the rearrangements of both V, D, J gene segments (in the H chain locus) and V, J gene segments (in the L chain locus) in the Ig gene (6, 7). As shown in **Figure 1A**, according to the rearrangement of Ig genes and expression of cell surface markers, the development of B cells in mouse bone marrow can be defined into four stages: pro-B cells, pre-B cells, immature B cells and mature B cells (8). The pro-B cells come from the hematopoietic-cell lineages. After the μ-heavy chain was formed through the rearrangement of V-D-J gene, pre-B-cell receptor (pre-BCR) expressing pre-B cells were derived from pro-B cells. After the light chain was formed through the rearrangement of V-J gene, pre-B cells switched to immature B cells, which expressed membrane-bound IgM (mIgM) of the B cell receptor complex. The immature B cells migrate from the bone marrow to the spleen and then differentiate into mature follicular (FO) B cells or marginal zone (MZ) B cells (8–10).

**Figure 1:**
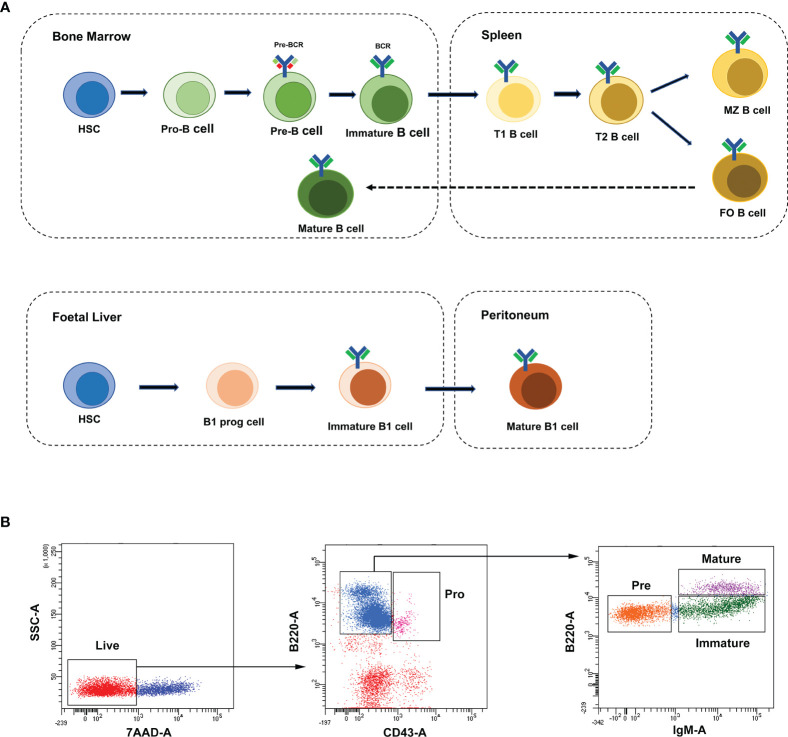
B-cell development stages and cell sorting strategies. **(A)** The broad outline of B-cell development stages in mice and humans. Solid arrows indicate the progression of B-cell development. Dashed line indicates recirculation of follicular B cells back to the bone marrow. **(B)** The FACS sorting strategies of B cells in mouse bone marrow. These cell populations were defined as pro-B cells (Pro, B220^+^IgM^-^CD43^+^), pre-B cells (Pre, B220^+^IgM^-^CD43^-^), immature B cells (Immature, B220^+^IgM^+^CD43^-^) and mature B cells (Mature, B220^hi^IgM^+^CD43^-^).

Non-coding RNAs (ncRNAs) include long non-coding RNAs (lncRNAs), microRNAs (miRNAs) and circular RNAs (circRNAs). The biological functions of these ncRNAs have been recognized in the past decades. MiRNAs are a type of about 22-nucleotide-long and single-stranded RNA molecules, which control various biological processes. MiRNAs could inhibit the translation of the messenger RNAs (mRNAs) through interacting with their 3’-untranslated regions (UTR) (11). Unlike linear non-coding RNAs, circRNAs form covalently closed continuous loop structures without 3’-poly (A) and 5’-cap. CircRNAs were abundant, highly stable and conserved in animals and humans (12). The spatiotemporally specific expression patterns of circRNAs suggest their potential functions in physiological processes and pathobiology (13, 14). An increasing number of studies have revealed that circRNAs play significant roles in carcinogenesis (15), immune disorders (16), cardiovascular diseases (17) and neurological disorders (18). Endogenous circRNAs are involved in gene regulation by affecting the splicing of their linear mRNA counterparts, regulating transcription of their parental genes, interacting with proteins and being translated into polypeptides (13). Besides the above functions, they also act as miRNA sponges and regulate miRNA-targeted gene expression (19). For example, *Cdr1as* (as known as *ciRS-7*) contains over 70 binding sites for miR-7 (19), which may regulate the expression of miR-7-targeted genes in tumors (20, 21) and neuropsychiatric disorders (22). These circRNAs were considered as competitive endogenous RNAs (ceRNAs) for these mRNAs. Based on the ceRNA hypothesis, the circRNA-miRNA-mRNA networks may play crucial roles in biological pathways (23).

In the past few years, the significant roles of lncRNAs and miRNAs in B-lymphocyte development have been elucidated (24, 25). *BCALM*, a B cell-specific lncRNA, regulated B-cell differentiation through modulating BCR-mediated calcium signaling (26). Meanwhile, microRNAs have been identified to be crucial for regulating BCR signaling (27). The miR-29 family had been proven to regulate B-cell terminal differentiation and survival (28), and miR-29c could regulate Rag1 expression and modulate V(D)J recombination during B cell development (29). Besides, miR-191 has been identified to modulate B-cell development *via* targeting transcription factors E2A, Foxp1, and Egr1 (30). However, the roles of circRNAs in B-lymphocyte development have remained unclear.

To gain further insight into the molecular events associated with B-cell development and differentiation, high-throughput sequencing and integrated analysis of whole-transcriptome were used to investigate the characteristic expression of circRNAs, miRNAs and mRNAs during B-cell maturation. Furthermore, circRNA-miRNA-mRNA networks were established to explore their regulatory roles in B-cell development. This study is the first exploration of circRNA profiles and circRNA-miRNA-mRNA networks of B-cell development in mouse bone marrow, which is valuable for future studies of the mechanism of ncRNAs in B-cell development and differentiation.

## Material and Method

### Mice

All animal experiments were performed with female C57BL/6 mice aged 8-10 weeks, which were purchased from Beijing HFK Bioscience CO.LTD. The mice were kept in a specific-pathogen-free (SPF) environment and provided free access to a standard diet until they met age requirements. Each pool of samples was a mixture of cells from three mice. All procedures were approved by the Animal Use and Care Committee of Shenzhen Peking University - The Hong Kong University of Science and Technology Medical Center (SPHMC) (protocol number 2011-004). Efforts were made to minimize suffering and the number of animals used.

### FACS Sorting of B Cell

Single-cell suspensions of mouse bone marrow were prepared in PBS with 2% FBS. The following reagents were used for cell staining: B220-FTIC (Biolegend, 103206), IgM-APC (Biolegend, 406509), CD43-PE-Cy7 (Biolegend, 143209) and 7-AAD (Biolegend, 420404). B-cell stages in bone marrow were defined with the following gating strategies: pro-B cells (B220+IgM-CD43+), pre-B cells (B220+IgM-CD43-), immature B cells (B220+IgM+CD43-) and mature B cells (B220hiIgM+CD43-). In all cases, cells were gated on live cells (negative for dead cell stain, 7-AAD) and were sorted on FACSAriaIII (BD). Data were analyzed with the BD FCS Diva v8.0.1 software shown in **Figure 1B**.

### RNA Sequencing

RNA extraction and qualification, library preparation, sequencing, quality control, read mapping to reference genome and expression analysis was shown in **Supplementary Methods**.

### Quantitative RT-PCR Validation of Selected Genes

Flow-cytometry-sorted B-cells were used for RNA extraction. cDNA was synthesized from total RNA by random primer/miR-specific RT primers using a Reverse Transcription System (Promega). Quantitative RT-PCR was performed in triplicate in 96-well plates using a qPCR machine (LC480, Roche) and SYBR Green I Master mixture (4887352001, Roche) for detection of amplification products. The following thermocycling protocol was used: initial denaturation at 95°C for 10 min, followed by 40 amplification cycles of 95°C for 15 s and 60°C for 1 min, and a final cycle at 25°C for 15 s. Relative quantification of RNA expression was performed using the comparative cycle method to obtain the following ratio: gene of interest/*Gapdh or U6*. Relative quantification of gene expression levels was performed using the 2^-ΔΔCt^ method.

### Analysis and Construction of ceRNA Networks

The circRNAs, miRNAs and mRNAs with differential expression during distinct B-cell developmental stages were further analyzed for ceRNA networks. CircRNAs were blasted against circBase for annotation. Some of them cannot be annotated, which were defined as novel circRNAs. The relationship between miRNAs and circRNAs annotated in circBase can be predicted by Starbase (version 2.0). Three software including TargetScan (version 7.0), miRanda (version 2.0) and miReap were used to predict targets of novel circRNAs for animal samples. Then, miRTarBase (version 6.1) was used to predict mRNAs targeted by miRNAs sponge. Eventually, based on the ceRNA hypothesis and data described above, circRNA-miRNA-mRNA networks were constructed and visually displayed with Cytoscape-software (version 3.5.0).

### KEGG Pathway and GO Annotations Analysis

The ceRNA-associated target mRNAs and the parental genes of stage-specific circRNAs were analyzed to further investigate their biological functions and pathways through Gene Ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis with the clusterProfiler R package. GO terms and KEGG pathways with corrected p values < 0.05 were considered significantly enriched.

### Graphs and Statistical Analyses

All statistical analyses were performed using GraphPad Prism 8.00 software (GraphPad Software, La Jolla, CA, USA). Two normally distributed groups were compared using t-tests; p < 0.05 was considered statistically significant.

## Results

### Global Expression Profiles of circRNAs, miRNAs and mRNAs in Distinct Developmental Stages of B Cells

To characterize the temporal expression patterns of circRNAs, miRNA and mRNA and their ceRNA networks during the development of B lineages, fluorescence-activated cell sorting (FACS) was used to purify four B-cell lineage populations from the bone marrow of C57BL/6 mice (**Figures 1A, B**). These populations included pro-B cells, pre-B cells, immature B cells and mature B cells (**Figures 1A, B**). 

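For each of the 4 populations, cells of 3 mice were pooled, and 1 rRNA-depleted RNA library and 1 small RNA library were sequenced. The 8 libraries therefore held no replicates, and no difference between stages in the sequencing data has a replicate check. The authors deposited a table each for circRNAs, miRNAs, mRNAs and lncRNAs, with counts per stage beside RPM, TPM or FPKM values. They removed rRNA reads with Bowtie2, mapped the other reads with HISAT2 and estimated mRNA and lncRNA levels with StringTie. Back-splices were searched with find_circ among the reads that HISAT2 left unmapped, and a circRNA needed at least 2 unique back-spliced reads in at least 1 library. The back-spliced reads of all circRNAs together numbered 1370 in pro-B cells, 1719 in pre-B cells, 1751 in immature B cells and 1531 in mature B cells. The small RNA libraries held 926605, 1673129, 2411323 and 1226208 miRNA tags in the same order. TPM values were scaled to the clean tags of the library, of which the listed miRNAs made up between 88.2% and 93.1%. The mRNA counts, which StringTie estimates and which are not all whole, summed to 867920 in pro-B cells, 240231 in pre-B cells, 223495 in immature B cells and 849350 in mature B cells. Adjacent stages were compared from these counts with edgeR's exact test, rounded where they were not whole. Since 1 library per stage gives no estimate of the spread between replicates, the dispersion was fixed at 0.0001, the value that returns the P values of Table S4. Such a test compares 2 libraries, not 2 stages. The paper describes no molecular identifiers, so copies of 1 molecule are not told apart, and intervals and limits cover counting error only. A count of 0 leaves room for up to 3 counts, and a fold change against a library with 3 counts or fewer is given as a lower bound.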

Finally, we identified all 1005 circRNAs, 1600 miRNAs, and 9758 mRNAs expressed in at least one of four B-cell subsets. 

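The circRNA table listed 1005 circRNAs and the miRNA table 1600 miRNAs, and 9798 mRNAs reached an FPKM of 1 or more in at least 1 stage. Of the miRNAs, 671 were mouse miRNAs of miRBase, 822 carried names of miRNAs of other species and 107 were candidates from mirdeep2. The mouse miRNAs of miRBase held between 83.0% and 87.4% of the tags of a library, and the miRNAs named after other species between 12.6% and 16.9%. The miRNA with the most tags was mmu-miR-191-5p in pro-B, pre-B and immature B cells, with 14.4%, 21.2% and 19.5% of the tags. In mature B cells it was mmu-miR-150-5p, with 15.7%. Genes of the B-cell stages differed between the libraries. Dntt and Igll1 had 845 and 427 counts in pro-B cells and 0 in the other libraries, and Fcer2a had 358 counts in mature B cells and 0 elsewhere. The 6 pro-B genes Kit, Il7r, Dntt, Igll1, Vpreb1 and Spn summed to 2321 CPM, scaled to the mRNA counts of the library, in pro-B cells and to between 44.7 and 179 in the other stages. The 4 pre-B genes Rag1, Rag2, Il2ra and Vpreb3 summed to 1278 in pro-B cells, 1066 in pre-B cells, 576 in immature B cells and 15.2 in mature B cells. Rag1 gave 918 of the sum in pro-B cells and 372 in pre-B cells, while Rag2, Il2ra and Vpreb3 were each higher in pre-B than in pro-B cells. The sum of Ighm, Igkc, Ms4a1 and Cd93, taken for immature B cells, was highest there with 9504, of which Ighm gave 7816, while Cd93 alone was highest in pro-B cells. The genes listed for mature B cells reached 13754 in mature B cells, against 4685 in immature B cells. The 6 genes of T and NK cells Cd3e, Cd3g, Nkg7, Ccl5, Gzma and Klrd1 had 178 counts in the pro-B library, 0 in the pre-B and immature libraries and 5 in the mature library.

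**Figure D1:**
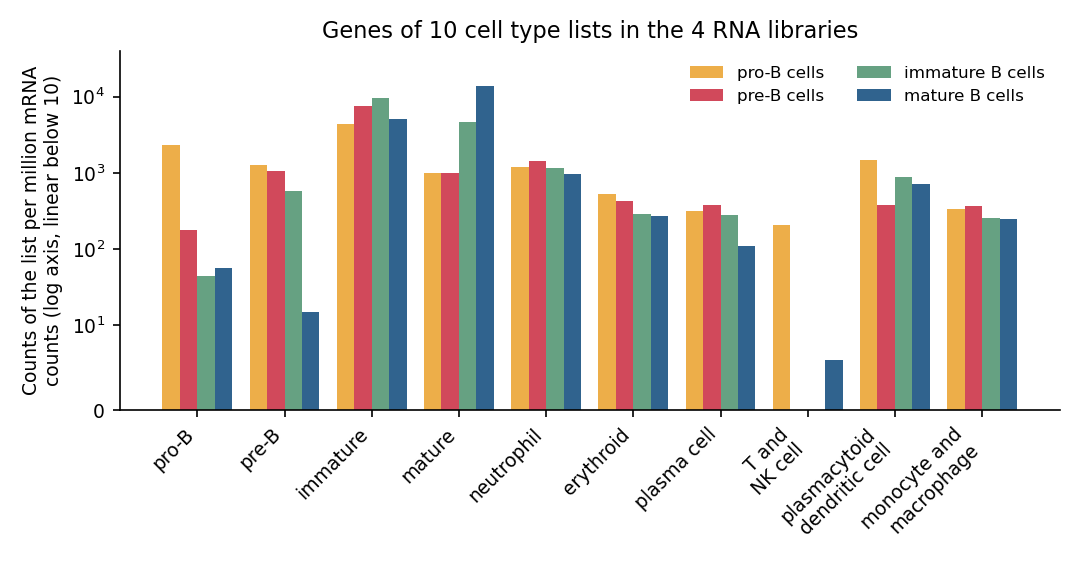
Sum of CPM, scaled to the mRNA counts of the library (vertical axis, linear near 0 and logarithmic above) for 10 lists of cell-type genes, with a bar for each of the 4 libraries and no error bars, since each stage has 1 library. The pro-B list falls from 2321 in pro-B cells to 56.5 in mature B cells, and the mature list rises from 998 to 13754.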

The heatmaps were constructed to show the cluster analysis results of the circRNAs, miRNAs and mRNAs (**Figures 2A–C**). 297, 349, 365, and 324 circRNAs were expressed in the pro-B cells, pre-B cells, immature B cells and mature B cells respectively.

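These numbers count any back-spliced read as expression, and most circRNAs had few. The median was 4 reads over all libraries together, and 86 of the circRNAs had 12 or more. The largest single counts were those of novel_circ_000044 (Ezh2, annotated exons) in pro-B, pre-B and immature B cells, with 38, 61 and 27 reads. In mature B cells novel_circ_000554 (Arid1a, annotated exons) was highest, with 46 reads. Over the 4 libraries, 804 circRNAs (80.0%, 95% Wilson interval 77.4% to 82.4%) had reads in 1 library and 34 had reads in all of them. The circRNAs came from 783 parental genes, of which 760 were listed in the mRNA table. Of the nonzero circRNA counts, 1128 of 1335 were even numbers.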

**Figure 2:**
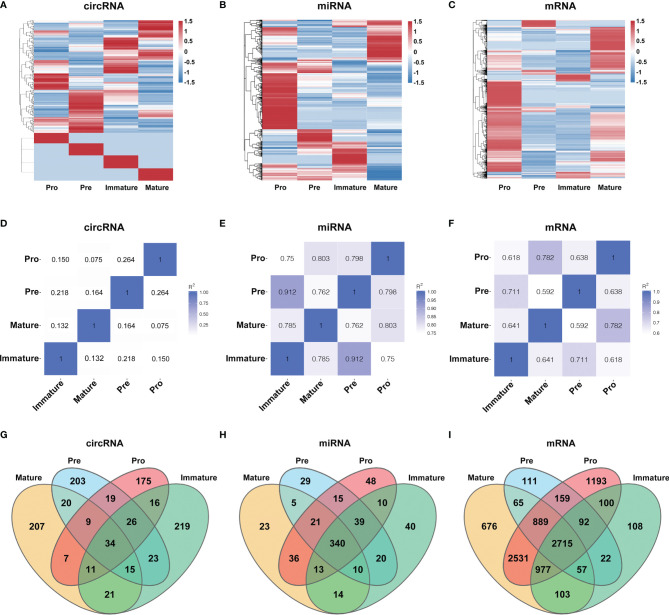
Global gene expression and lineage-specific expression of circRNAs. **(A–C)** The cluster analysis on the expression of the circRNAs **(A)**, miRNAs **(B)** and mRNAs **(C)**. Red and blue: upregulated expression and downregulated expression, respectively. **(D–F)** Heatmap analysis of differentially expressed circRNAs **(D)**, miRNAs **(E)** and mRNAs **(F)** in B-cell subsets. Correlation is evaluated by Pearson’s correlation coefficient of total transcripts expression levels. **(G–I)** Cell-specific expression patterns of circRNAs **(G)**, miRNAs **(H)** and mRNAs **(I)** among distinct B-cell development stages were presented as Venn diagrams; numbers around perimeter indicated the frequency of genes.

To evaluate the differential expression profiles in different stages, pairwise comparison of circRNAs, miRNAs and mRNAs in any two B-cell development stages was performed with Pearson’s correlation coefficient (**Figures 2D–F**). 

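Across circRNAs, Pearson's r of the RPM values lay between 0.0748 (pro-B and mature B cells) and 0.264 (pro-B and pre-B cells) over the 6 pairs of stages. Across miRNAs, r of the TPM values lay between 0.699 and 0.981, and across mRNAs r of the FPKM values lay between 0.723 and 0.970. The highest pair was pre-B and immature B cells for miRNAs, and for mRNAs on FPKM. On log2(FPKM + 1) the highest pair for mRNAs was pro-B and mature B cells (0.884, against 0.843), and with Spearman's rho pre-B and immature B cells were the lowest (0.771). These correlations run across transcripts within single libraries, and transcripts are not independent replicates. For circRNAs the sign depended on the scale, since on log2(RPM + 1) r lay between -0.159 and -0.0707. With only the circRNAs that had reads in both stages, between 61 and 98 per pair, r lay between 0.202 and 0.621.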

Contrary to miRNAs and mRNAs, circRNAs were expressed in a stage-specific and lineage-specific manner during B-cell differentiation. 

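With any back-spliced read counted as expression, 58.9% of the circRNAs found in pro-B cells had reads in no other library (95% Wilson interval 53.2% to 64.4%). The shares were 58.2% in pre-B cells (52.9% to 63.2%), 60.0% in immature B cells (54.9% to 64.9%) and 63.9% in mature B cells (58.5% to 68.9%). The paper's text names no threshold for miRNAs or mRNAs. With every miRNA above 0 tags counted, 15.8% of those in pro-B cells, 6.56% in pre-B cells, 7.43% in immature B cells and 12.6% in mature B cells were found in that stage only. For mRNAs at an FPKM of 1 or more, the shares were 13.8%, 2.70%, 2.59% and 8.44%. With at least 10 reads in a stage instead, they were 13.8%, 2.22%, 2.00% and 7.05%. When the libraries were also downsampled to the smallest, they were 11.2%, 9.59%, 8.98% and 7.86%, so the low shares depended on depth. To see what the depth of the circRNA tables allows, the reads of each circRNA were redistributed over the 4 libraries in proportion to the library totals. Reads were taken in pairs where a circRNA's counts were all even and reached 4 in some library, which depends in part on the split itself. Of the 477 circRNAs with 3 or more reads or read pairs, 276 (57.9%) lay in 1 library, against 23.3 in 10000 redistributions (95% of them between 15 and 33). With every circRNA taken in pairs, a setting chosen after the values were seen, 199 of 386 circRNAs with 6 or more reads lay in 1 library. The redistributions then gave 11 to 27 if 2 pairs in 1 library are needed for a circRNA to be listed, and 6 to 19 if 1 pair is enough. For the 463 circRNAs with 4 reads, the first reading of the rule puts all in 1 library and the second between 99 and 136. Among the 123 circRNAs with at least 10 reads, 18 (14.6%) lay in 1 library, against 0.116 (0 to 1). As shares of those found in a stage, this was 4.76% in pro-B cells and 5.81% in pre-B cells. It was 7.69% in immature B cells and 2.70% in mature B cells, far below the shares with any read counted. When the mRNA counts were drawn down to the number of back-spliced reads of the same stage, between 51.8% and 52.2% of the mRNAs of a stage were found in that stage only. For miRNAs the same draw gave between 16.1% and 26.1%. With the rule of 2 reads applied to the drawn counts, a setting chosen after the values were seen, the shares were between 16.4% and 20.3% for mRNAs and between 2.28% and 6.34% for miRNAs. The draws matched reads and not read pairs, and a draw at the number of pairs was not made.

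**Figure D2:**
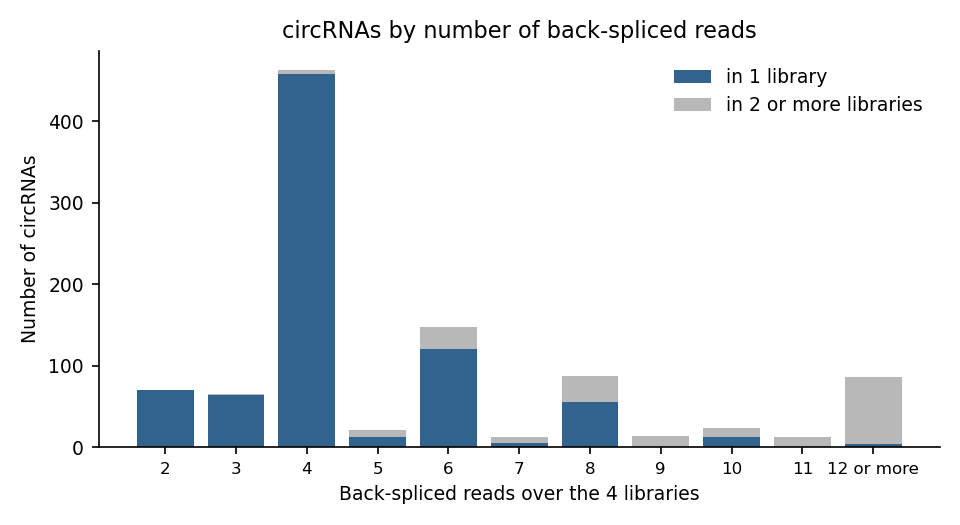
Number of circRNAs (vertical axis) by their back-spliced reads over the 4 libraries (horizontal axis), with bars split into circRNAs found in 1 library and in more than 1. Of 463 circRNAs with 4 reads, 458 lie in 1 library, and of 86 with 12 or more reads, 4 do.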

We further identified 58%-64% of expressed circRNAs were stage-specific, while only 5%-10% of miRNAs and 2%-14% of mRNAs were stage-specific (**Figures 2G–I**). 

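The share in 1 library differed between the classes that the authors assigned to circRNAs. Of the 268 circRNAs made of annotated exons, 146 (54.5%) lay in 1 library, and of the 98 made of a single exon, 61 (62.2%). It was 310 of 330 (93.9%) for circRNAs antisense to a gene, 176 of 191 (92.1%) for intronic circRNAs, 96 of 102 (94.1%) for exon-intron circRNAs and 15 of 16 for intergenic circRNAs. Among circRNAs with 3 or more reads or read pairs, the share was 30.7% for annotated exons and 84.0% for antisense circRNAs. Of the 39 circRNAs that circBase lists, 12 (30.8%, Wilson interval 18.6% to 46.4%) lay in 1 library. After the pairwise correlations, the paper states that circRNAs, unlike miRNAs and mRNAs, were expressed in a stage-specific manner, and it adds the shares found in 1 stage as a further result.

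**Figure D3:**
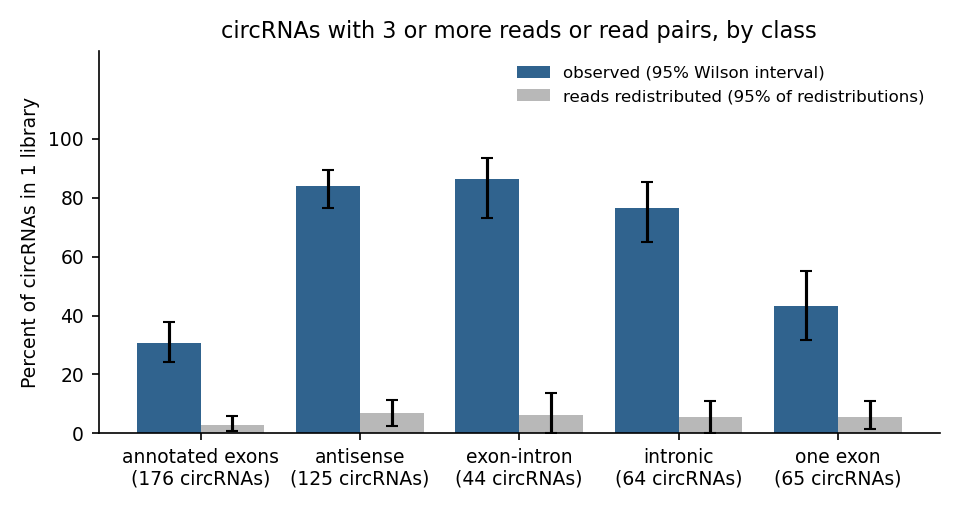
Percent of circRNAs found in 1 library (vertical axis) by class, for circRNAs with 3 or more reads or read pairs, with Wilson 95% intervals, beside the range of 95% of the redistributions. Antisense circRNAs stand at 84.0% and circRNAs of annotated exons at 30.7%, both above their redistributions.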

175, 203, 219 and 207 circRNAs were specifically expressed in pro-B cells, pre-B cells, immature B-cell, and mature B-cell stages, respectively (details in **Table S1**). In summary, the highly stage-specific expression of the circRNAs indicated their particular functions during B-cell development and differentiation.

### Parental Genes of Stage-Specific circRNAs Were Enriched in the BCR Signaling Pathway

To further investigate the roles of stage-specific circRNAs in B-cell development (details in **Table S1**), the functional enrichment analyses of their parental genes were performed. KEGG pathway analysis revealed biology pathways significantly enriched in different B-cell subpopulations. Phosphatidylinositol signaling system and PD-L1 expression/checkpoint pathway were enriched in pro-B cells. 

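Table 1 names 7 parental genes of the phosphatidylinositol signaling system in pro-B cells, and each gave 1 circRNA with reads in that library only. These 7 circRNAs had between 4 and 8 reads, 34 reads together, and 5 of them had 4 reads or fewer. By class, 4 were antisense to the gene, 2 were intronic and 1 was a single exon. The circRNA with the most reads was novel_circ_000338, antisense to Pip5k1b, with 8 reads, from 24528061 to 24529402 on the plus strand of chromosome 19. Coordinates are those of the authors' table, and the paper's text does not name the genome build. Pip5k1b itself had an FPKM of 1.16 in pro-B cells, 0 in pre-B cells, 0.16 in immature B cells and 0.88 in mature B cells. Next came novel_circ_000565, antisense to Mtmr3, with 6 reads. The other parental genes were Pik3r1, Dgkd, Prkcb, Inpp5d and Cds1, with FPKM values in pro-B cells between 1.22 (Cds1) and 34.9 (Inpp5d). The PD-L1 pathway was not analysed here.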

A total of 77 function pathways were enriched in pre-B cells. 

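Among the parental genes of the circRNAs found in pre-B cells only, 73 carried a KEGG pathway in the mRNA table and 10 (13.7%) belonged to the BCR signaling pathway. Against the parental genes of all circRNAs with a KEGG pathway, of which 25 of 359 (6.96%) belonged to it, the odds ratio was 2.87 (one-sided Fisher's exact test, p = 0.0158, Benjamini-Hochberg adjusted over the 4 stages 0.0603). Against all genes with an FPKM of 1 or more in some stage and a KEGG pathway, 160 of 4401 (3.64%), it was 4.57 (exact p = 0.000207, adjusted 0.000589). Parental genes are not independent replicates, and the test describes the gene lists of these libraries. Table 1 names 9 of the genes, and their 10 circRNAs had between 3 and 6 reads, 41 reads together. Of these circRNAs, 4 were intronic, 3 antisense, 2 made of annotated exons and 1 a single exon, and 9 had 4 reads or fewer.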

The top terms included B-cell receptor (BCR) signaling pathway, growth hormone synthesis, secretion and action, chemokine signaling pathway, etc. 

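Of 98 parental genes with a KEGG pathway, for circRNAs found in immature B cells only, 7 (7.14%) belonged to the BCR signaling pathway, namely Blnk, Cd22, Grb2, Ighm, Plcg2, Prkcb and Syk. Against the parental genes of all circRNAs this gave an odds ratio of 1.04 (one-sided Fisher's exact test, p = 0.548, adjusted 0.730). Against the expressed genes it gave 2.16 (exact p = 0.0562, adjusted 0.075). The 9 circRNAs of the genes in Table 1 had between 2 and 11 reads, and 4 were antisense, 3 intronic, 1 a single exon and 1 made of annotated exons. The highest was novel_circ_000463, antisense to Syk, from 52590628 to 52592185 on the minus strand of chromosome 13. Both circRNAs of Blnk, novel_circ_000013 and novel_circ_000213, were intronic and had 8 reads each.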

In the immature B cells, the BCR signaling pathway was the only pathway significantly enriched. As for mature B cells, the T cell receptor signaling pathway, BCR signaling pathway, and MAPK signaling pathway were three top terms in 77 pathways. 

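In mature B cells, 11 of 92 parental genes with a KEGG pathway (12.0%) belonged to the BCR signaling pathway. The odds ratio was 2.45 against the parental genes of all circRNAs (one-sided Fisher's exact test, p = 0.0302, adjusted 0.0603) and 3.99 against the expressed genes (p = 0.000295, adjusted 0.000589). Counting only circRNAs with at least 4 reads in a stage, the exact p was 0.122 against the parental genes and 0.00068 against the expressed genes. The 9 BCR genes of Table 1 gave 9 circRNAs with between 2 and 8 reads, 4 intronic, 3 antisense and 2 made of annotated exons. For the T cell receptor signaling pathway, the 10 genes of Table 1 gave 10 circRNAs with between 3 and 8 reads, 49 reads together. Of these, 4 were intronic, 3 were made of annotated exons, 2 were antisense and 1 was an exon-intron circRNA. The highest was novel_circ_000095 of Nfkb1, made of annotated exons, with 8 reads. The MAPK signaling pathway was not analysed here.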

The top 5 pathways of each B-cell population are listed in **Table 1**, while other pathways can be seen in **Table S2**. 

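In pro-B cells, 5 of 84 parental genes with a KEGG pathway (5.95%) belonged to the BCR signaling pathway, namely Cd72, Inpp5d, Pik3ap1, Pik3r1 and Prkcb. The odds ratio was 0.807 against the parental genes of all circRNAs (one-sided Fisher's exact test, p = 0.738) and 1.74 against the expressed genes (p = 0.177). Among the expressed genes with a KEGG pathway, the parental genes of all circRNAs, stage-specific or not, held 25 BCR genes of 347 (7.2%), an odds ratio of 2.25 against the other expressed genes (exact p = 0.000624). Differences between the stages were not tested. With only circRNAs of at least 10 reads, no BCR gene was left in pro-B, pre-B or mature B cells and 1, Syk, in immature B cells, out of between 1 and 4 parental genes with a KEGG pathway per stage.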

The BCR signaling pathway was significantly enriched in multiple B-cell subpopulations, which indicated that circRNAs might be indirectly involved in the BCR pathway by regulating their parental genes.

**Table 1:** The top 5 KEGG pathways of stage-specific circRNAs enriched in four B-cell subpopulations.

Type	Pathway ID	Description	GeneRatio	*P* value	geneID
pro-B cell	mmu04070	Phosphatidylinositol signaling system	7/81	0.00511	Pik3r1/Dgkd/Pip5k1b/ Prkcb/Mtmr3/Inpp5d/ Cds1
	mmu05235	PD-L1 expression and PD-1 checkpoint pathway in cancer	6/81	0.01461	Pik3r1/Traf6/Tlr9/ Map3k3/Stat1/Jak1
pre-B cell	mmu04662	B cell receptor signaling pathway	9/70	2.32E-06	Prkcb/Rac2/Sos2/Pik3r1/ Ppp3ca/Mapk1/Cd22/ Syk/Cd79a
	mmu04935	Growth hormone synthesis, secretion and action	8/70	0.00032	Prkcb/Gnas/Crkl/ Sos2/Pik3r1/Mapk1/ Irs1/Jak2
	mmu04062	Chemokine signaling pathway	9/70	0.00103	Prkcb/Rac2/Crkl/Sos2/ Pik3r1/Mapk1/Elmo1/ Pik3cg/Jak2
	mmu04072	Phospholipase D signaling pathway	8/70	0.00103	Gnas/Dgkz/Sos2/ Pik3r1/Mapk1/Syk/ Pik3cg/Cyth1
	mmu04650	Natural killer cell mediated cytotoxicity	7/70	0.00175	Prkcb/Rac2/Sos2/ Pik3r1/Ppp3ca/ Mapk1/Syk
immature B cell	mmu04662	B cell receptor signaling pathway	6/95	0.04328	Blnk/Syk/Plcg2/ Cd22/Grb2/Prkcb
mature B cell	mmu04660	T cell receptor signaling pathway	10/87	8.61E-06	Nfkb1/Akt2/Tec/Gsk3b/ Ptprc/Nfatc1/Fyn/Nfatc3/ Map2k1/Kras
	mmu04662	B cell receptor signaling pathway	9/87	8.61E-06	Nfkb1/Akt2/Gsk3b/ Inpp5d/Nfatc1/Prkcb/ Nfatc3/Map2k1/Kras
	mmu04010	MAPK signaling pathway	13/87	0.00035	Nfkb1/Rap1b/Akt2/ Rras2/Nfatc1/Prkcb/Fgfr2 /Nfatc3/Mknk2/Map2k1/ Nr4a1/Dusp10/Kras
	mmu04022	cGMP-PKG signaling pathway	10/87	0.00036	Atp2a3/Atp2a2/Akt2/ Irs2/Nfatc1/Prkce/Nfatc/ Slc25a5/Map2k1/Vasp
	mmu01521	EGFR tyrosine kinase inhibitor resistance	7/87	0.00048	Akt2/Gsk3b/Prkcb/Fgfr2/ Map2k1/Kras/Il6ra

### Dynamic Transcriptional Profiles at Distinct B-Cell Developmental Stages

Several circRNAs expression patterns were identified during B-cell differentiation with the Short Time-series Expression Miner (STEM). Six typical patterns were shown in **Figure 3**, while others were shown in **Supplementary Figure 1** (details in **Table S3**). 

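The circRNAs of the 6 patterns were taken from Table S3, and each circRNA's counts were compared with the library totals by a chi-square statistic, with a Monte Carlo estimate of its exact P from 10000 redistributions. The patterns were drawn from the same counts, so these P values are not independent evidence for a pattern. In the pattern of Figure 3A, 4 of 9 circRNAs rose at each step, and the other 5 rose or stayed flat at 0. They had between 5 and 46 reads over all libraries, and 6 had P under 0.05. The most reads were those of novel_circ_000420, made of annotated exons of Ikzf1, with 3, 5, 14 and 24 reads from pro-B to mature B cells (exact P = 0.0001, the smallest that the redistributions can give). In the pattern of Figure 3B, 6 of 7 circRNAs fell at each step, with between 6 and 41 reads, and 5 had P under 0.05. Among them, novel_circ_000530 of Fam160b1 had 18, 8, 4 and 2 reads (exact P = 0.0001). For novel_circ_000901 of Elk4, with 6, 6, 4 and 2 reads, the exact P was 0.42.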

9 circRNAs exhibited continuously increased (**Figure 3A**), while 7 circRNAs continuously decreased (**Figure 3B**). On the other hand, other circRNAs showed irregular expression patterns. For example, 23 circRNAs firstly decreased in the pre-B-cell stage, then increased in the immature B-cell stage, and finally decreased in the mature B-cell stage (marked as ‘down-up-down’ pattern) (**Figure 3C**), while 33 circRNAs exhibited ‘up-down-up’ patterns (**Figure 3D**). In addition, the expression of 3 circRNAs slightly decreased in the second stage, then increased and maintained a high level in the latter immature and mature B-cell stages (**Figure 3E**). 

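All 23 circRNAs of the 'down-up-down' pattern moved as drawn at each step in RPM, with between 4 and 30 reads over the 4 libraries and a median of 8. The Monte Carlo P value was under 0.05 for 18 of them. Of the 33 circRNAs of the 'up-down-up' pattern, 28 moved as drawn, with between 5 and 47 reads and a median of 10, and 23 had P under 0.05.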

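The 3 circRNAs were novel_circ_000255 (Cbfb, 3, 3, 8 and 7 reads from pro-B to mature B cells, exact P = 0.338), novel_circ_000266 (Dtnb, 1, 0, 7 and 5 reads, P = 0.0209) and novel_circ_000583 (Btla, 0, 0, 4 and 4 reads, P = 0.0472).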

The expression of 31 circRNAs firstly reached a relatively high level in the second stage, but then continuously decreased in the latter immature and mature B-cell stages (**Figure 3F**). 

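All 31 circRNAs moved as drawn at each step in RPM, with between 3 and 34 reads over the 4 libraries and a median of 9. The Monte Carlo P value was under 0.05 for 11 of the 31.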

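Over the 6 patterns, 65 of 106 circRNAs had a Monte Carlo P value under 0.05, and 55 after Benjamini-Hochberg adjustment. Before adjustment the number was 845 among all 1005 circRNAs, 120 among the 201 found in at least 2 libraries and 14 among the 34 found in all libraries. When the counts were halved, so that a read pair counted as 1, 20 of the 106 had P under 0.05, and 41 of the 201. In simulated libraries with a common composition, 3.68% of the circRNAs had P under 0.05.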

Overall, these data suggested that the expression pattern of circRNAs showed highly dynamic changes during B-cell development.

**Figure 3:**
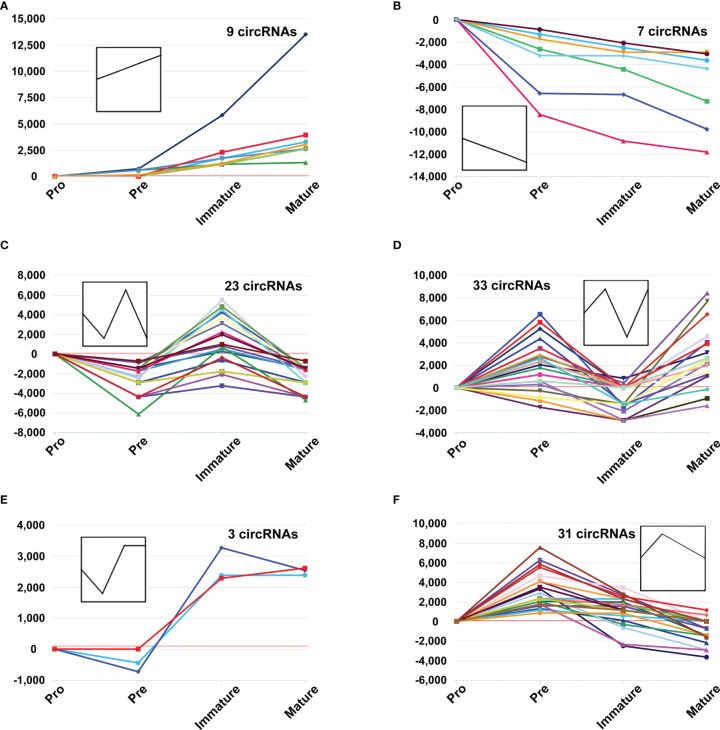
The dynamic expression patterns of CircRNAs during B-cell differentiation. The y-axis represents reads per million (RPM) values at distinct B-cell developmental stages, which were normalized to pro-B cells, while the polylines indicate expression variance trends during stage progressions **(A–F)**.

Genes with a p-value of <0.05 and log2FC (fold change) ≥ 1 were considered differentially expressed genes between two adjacent developmental stages. 

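At P under 0.05 and a log2 fold change of RPM of at least 1 in size, 35 circRNAs were higher and 64 lower in pre-B than in pro-B cells. Between pre-B and immature B cells, 71 were higher and 75 lower, and between immature and mature B cells, 63 were higher and 70 lower. Of these calls, 91 of 99, 134 of 146 and 123 of 133 had 0 reads in 1 of the 2 libraries, for which the fold change is a lower bound. The median called circRNA had 8, 7 and 6 reads over both libraries. From pro-B to pre-B cells, novel_circ_000524 (Foxp1) rose from 4 to 38 reads, a log2 fold change of 2.92 (edgeR exact test, P = 1.41e-06, adjusted 0.00142). In that transition novel_circ_000992 (Rnf169) fell from 16 to 0 reads, at least 6.69-fold lower (exact P = 1.54e-05, adjusted 0.00772). The smallest P for a rise into immature B cells was that of novel_circ_000078 (Tbc1d1), with 0 reads in pre-B cells and 14 in immature B cells (exact P = 0.000123, adjusted 0.0757). In mature B cells, novel_circ_000554 rose by a log2 fold change of 1.72 (exact P = 1.15e-05, adjusted 0.0115). After Benjamini-Hochberg adjustment 2, 0 and 2 circRNAs were called in the 3 transitions. In simulated libraries of this depth, 17 of 200 circRNAs changed 4-fold were called (8.50%), and 0.621% of the unchanged ones. The simulated reads were drawn singly, whereas most nonzero counts here were even, so these rates need not hold for reads counted in pairs. With halved counts, 3, 9 and 10 circRNAs were called in the 3 transitions.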

Based on reads per million (RPM) values, there were 35 upregulated circRNAs and 64 downregulated circRNAs during the pro-B to pre-B cell transitional stage (marked as Pre vs. Pro group, **Figure 4A**), 71 upregulated circRNAs and 75 downregulated circRNAs during the pre-B to immature B cell transitional stage (marked as Immature vs. Pre group, **Figure 4B**), as well as 63 upregulated circRNAs and 70 downregulated circRNAs during the immature B to mature B cell transitional stage (marked as Mature vs. Immature group **Figure 4C**).

**Figure 4:**
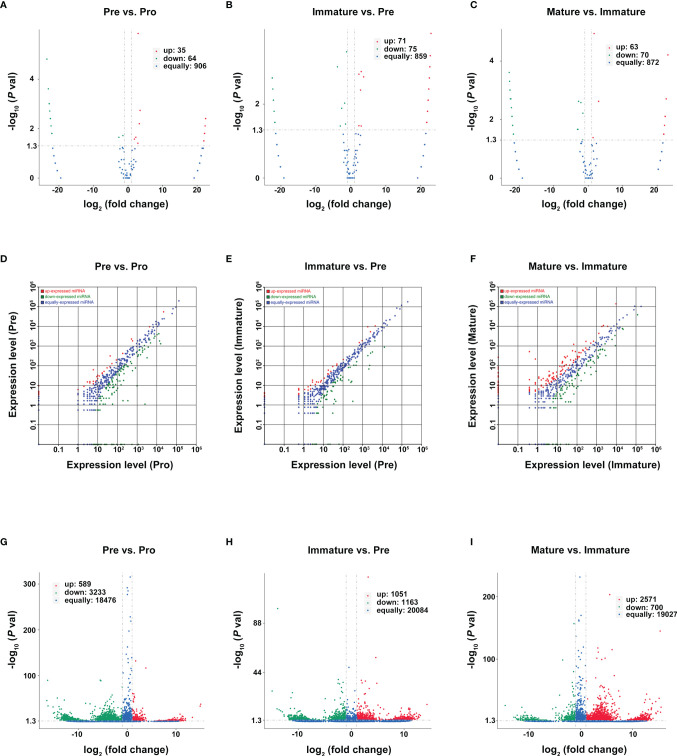
Differentially expressed RNAs during B-cell differentiation stages. **(A–C)** Volcano plot of DEcircRNAs during B-cell differentiation stages. **(A)** Pre vs. Pro, **(B)** Immature vs. Pre, **(C)** Mature vs. Immature. Red and green points represent increased and decreased expression of circRNAs, respectively. X-axis: log2 ratio of circRNA expression levels, y-axis: false-discovery rate values of circRNAs (-log10 transformed). Analysis of DE miRNAs **(D–F)** and DEmRNA **(G–I)** are shown similarly.

Then, we used the TPM values and the FPKMs value to evaluate the expression levels of miRNAs and mRNAs, respectively. A total of 181 DEmiRNAs (39 upregulated and 142 downregulated) and 3822 DEmRNAs (589 upregulated and 3233 downregulated) were identified during the pro-B to pre-B cell transitional stage (**Figures 4D, G**). 

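From the counts as deposited, 75 miRNAs were higher and 403 lower in pre-B than in pro-B cells, out of all 1600 miRNAs of the table. With TMM normalization and only the mouse miRNAs of miRBase, a setting chosen after the values were seen, 39 were higher and 142 lower. Both mmu-miR-741-3p, with 1159 tags in pro-B and 0 in pre-B cells, and mmu-miR-215-5p, with 2530 and 2 tags, were at least 698-fold lower. The tags named miR-140-y rose from 5146 to 25665, a log2 fold change of 1.49. For mRNAs, 590 were higher and 3234 lower, by the log2 fold change of FPKM. The exact test takes the mRNA counts as library sizes, so its P values test the change per mRNA count, not that of FPKM. Gins2 rose from an FPKM of 4.93 to 16.3 (log2 fold change 1.72, edgeR exact test P = 4.17e-134), Pde2a fell from 67.9 to 1.48 (-5.52, P = 3.81e-91), and Dntt was at least 78.0-fold lower. The library-wide level of mRNAs moved as well. Over the 7326 mRNAs with at least 20 counts in both libraries together, the median log2 ratio of FPKM was -2.20, and 93.5% were lower in pre-B cells. Per mRNA count, the median log2 ratio was -0.39, and 62.1% were lower. mRNAs made up 23.7% of the counts of the mRNA and lncRNA tables in pro-B cells and 6.48% in pre-B cells, a log2 ratio of -1.87. With the log2 fold change taken from edgeR, which counts per mRNA count, 1699 mRNAs were higher and 2585 lower, and 86 of the shared calls had the opposite direction.

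**Figure D4:**
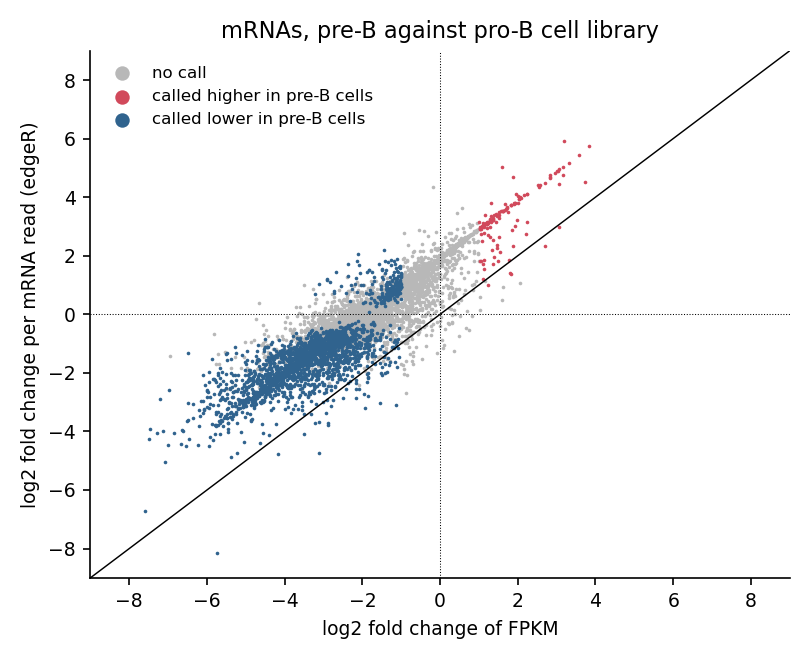
Log2 fold change of FPKM (horizontal axis) and log2 fold change per mRNA count from edgeR (vertical axis) of mRNAs in pre-B against pro-B cells, with a point per mRNA, coloured by its call, and no error bars. Most points lie above the diagonal, and of all 3234 mRNAs called lower, 270 were higher per mRNA count.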

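Between pre-B and immature B cells, 70 miRNAs were higher and 174 lower in immature B cells, and 1046 mRNAs were higher and 1169 lower. With edgeR's counts not rounded, a setting chosen after the values were seen, 1051 mRNAs were higher and 1163 lower. In this transition FPKM and counts moved alike, with a median log2 ratio of 0.03 for FPKM and -0.01 per mRNA count over 4547 mRNAs. Cd74 rose from an FPKM of 12.5 to 112.9 (log2 fold change 3.17, edgeR exact test P = 4.92e-130) and Ms4a1 from 0.57 to 14.0 (4.62, P = 5.11e-58). Gins2 fell from 365 counts to 0, at least 113-fold lower, and Smarca4 fell by 2.50 on the log2 scale (exact P = 2.59e-38). Among miRNAs, mmu-miR-150-5p rose from 3261 to 25050 tags (log2 fold change 2.40) and mmu-miR-199a-5p fell from 4097 to 270 (-4.46). At a dispersion of 0.16, their P values were 0.00587 and 3.67e-06 from the exact test.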

109 DEmiRNAs (39 upregulated and 70 downregulated) and 2214 DEmRNAs (1051 upregulated and 1163 downregulated) were identified during the pre-B to immature B cell transitional stage (**Figures 4E, H**). Moreover, 254 DEmiRNAs (128 upregulated and 126 downregulated) and 3271 DEmRNAs (2571 upregulated and 700 downregulated) were identified during the immature B to mature B cell transitional stage (**Figures 4F, I**). 

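Between immature and mature B cells, 314 miRNAs were higher and 156 lower in mature B cells, and 2568 mRNAs were higher and 703 lower. Macf1 rose from an FPKM of 1.15 to 56.5 (log2 fold change 5.62, edgeR exact test P = 5.26e-204), and Irs2, with 0 counts in immature and 1439 in mature B cells, was at least 126-fold higher. Tmem243 fell by 1.46 on the log2 scale, and Fndc9 by 1.33 (exact P = 2.24e-157). These fold changes are those of FPKM, while the P values of mRNAs test the change per mRNA count. The miRNA mmu-miR-150-5p rose by a log2 fold change of 3.85 and mmu-miR-181a-1-3p fell by 3.17, with exact-test P values of 2.70e-05 and 0.000603 at a dispersion of 0.16. The median log2 ratio of FPKM over 6764 mRNAs was 2.02, with 8.60% of them lower in mature B cells. Per mRNA count it was 0.24, with 42.0% lower. With edgeR's log2 fold change, 1987 mRNAs were higher and 1913 lower. Of the 2568 mRNAs called higher, 227 were lower per mRNA count.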

All detailed information is listed in **Tables S4**–**S6**. Consequently, it revealed a highly regulated and dynamic transcriptome during B-cell differentiation.

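At a dispersion of 0.16, between 57 and 91 circRNAs, 118 and 297 miRNAs and 771 and 1681 mRNAs were called per transition. In simulated libraries without extra spread between replicates, 68 of 70 miRNAs with at least 20 counts that were changed 4-fold were called (97.1%), and 95 of 111 such mRNAs (85.6%). Among unchanged features, 0.857% of the miRNAs and 0.972% of the mRNAs were called. When the simulated spread between replicates had a dispersion of 0.16, 23.1% of unchanged miRNAs and 22.7% of unchanged mRNAs with at least 20 counts were called. From the numbers of differentially expressed RNAs at the 3 transitions, the paper concludes that the transcriptome is highly regulated and dynamic.

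**Figure D5:**
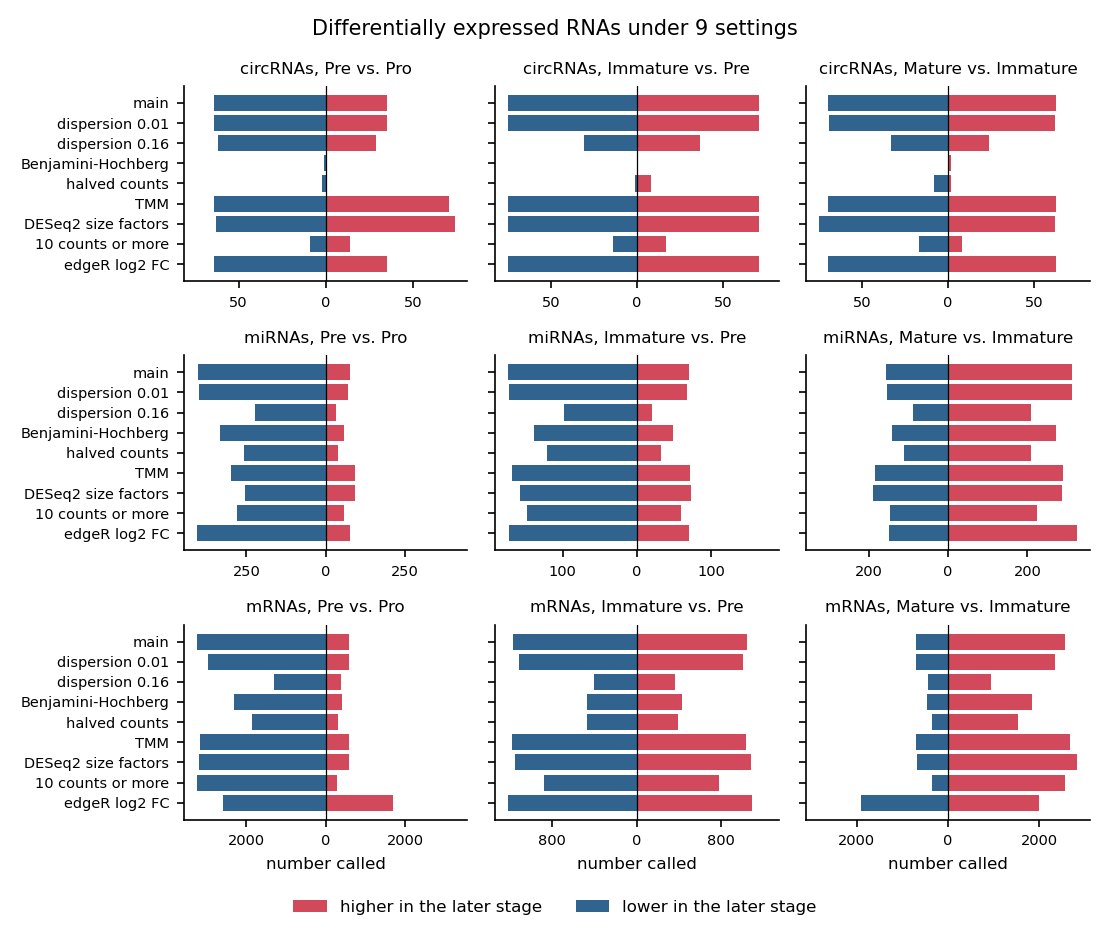
Number of circRNAs, miRNAs and mRNAs called higher (bars to the right) and lower (bars to the left) in the 3 transitions under 9 settings, on linear axes and without error bars. For circRNAs the calls fall from between 99 and 146 to between 0 and 2 after Benjamini-Hochberg adjustment.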

### Validation of RNA-Seq Profiles by Using qPCR

We validated our RNA-seq data through qPCR performed using a new cohort of animals. For each expression pattern (Pre vs. Pro, Immature vs. Pre and Mature vs. Immature), we selected 10 circRNAs, 10 miRNAs, and 10 mRNAs genes (5 upregulated genes, 5 downregulated genes). 

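Figures 5 to 7 name 10 circRNAs, miRNAs and mRNAs each per transition, some of them in more than 1 transition, and each was called in the direction for which it was picked, from the RNA-seq counts. The 10 circRNAs picked for each transition had a median of 10.5, 11.5 and 9.5 reads over the 2 libraries, and 5 of the 10 had 0 reads in 1 of them in each transition. Their exact-test P values lay between 0.000385 and 0.0348, and none passed after Benjamini-Hochberg adjustment. The miRNAs had between 610 and 218115 tags, and each passed after adjustment. Of the 10 mRNAs per transition, 6, 9 and 8 were called with edgeR's log2 fold change, and 8, 9 and 9 had the same sign. Ighm was picked as lower in pre-B cells, with a log2 fold change of FPKM of -1.02, and per mRNA count it was 0.92. The qPCR measurements were not analysed here.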

The expression analyses performed on the selected genes yielded results that were superimposable with the results obtained using RNA-seq (**Figures 5**–**7**).

**Figure 5:**
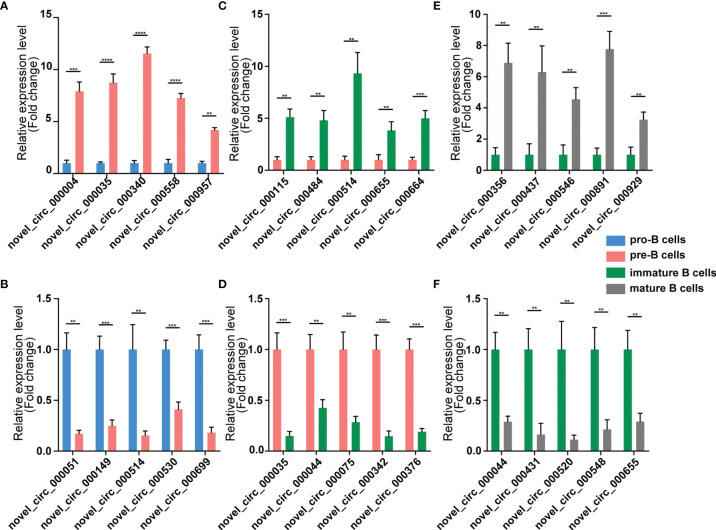
Validation of circRNA expression by using qPCR. The identified differentially expressed transcripts circRNAs were divided into three groups: Pre vs. Pro, Immature vs. Pre and Mature vs. Immature. **(A, B)** Pre vs. Pro, **(C, D)** Immature vs. Pre, **(E, F)** Mature vs. Immature. circRNA expression was quantified relative to the gapdh expression level by using the comparative cycle threshold method. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01.

**Figure 6:**
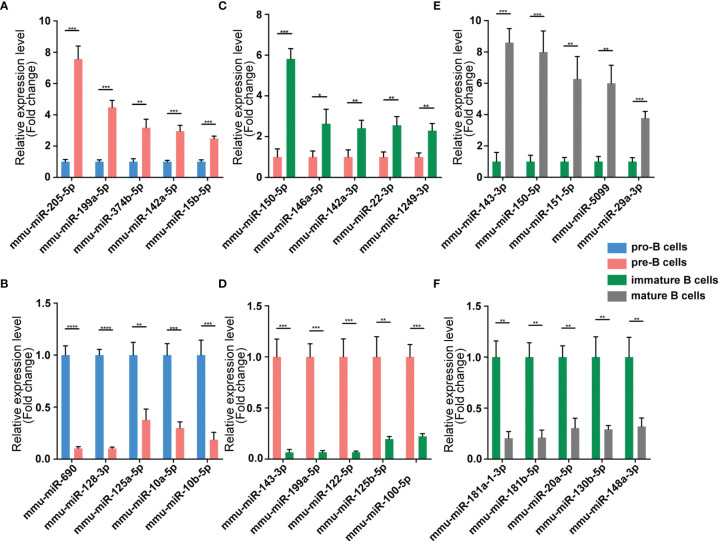
Validation of miRNA expression by using qPCR. The identified differentially expressed transcripts miRNAs were divided into three groups: Pre vs. Pro, Immature vs. Pre and Mature vs. Immature. **(A, B)** Pre vs. Pro, **(C, D)** Immature vs. Pre, **(E, F)** Mature vs. Immature. miRNA expression was quantified relative to the U6 expression level using the comparative cycle threshold method. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

**Figure 7:**
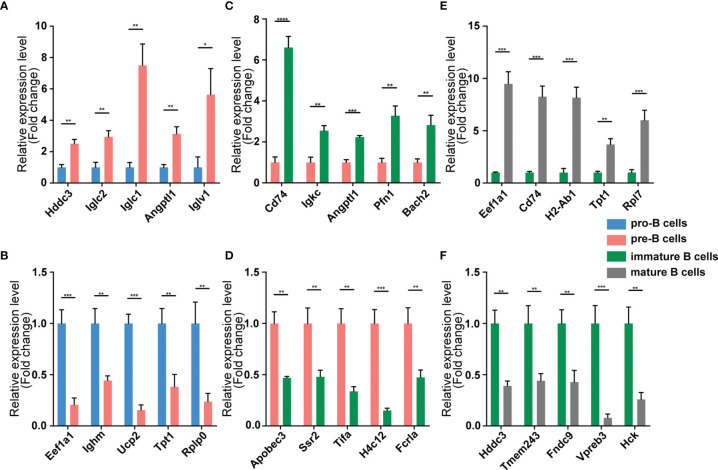
Validation of mRNA expression by using qPCR. The identified differentially expressed transcripts mRNAs were divided into three groups: Pre vs. Pro, Immature vs. Pre and Mature vs. Immature. **(A, B)** Pre vs. Pro, **(C, D)** Immature vs. Pre, **(E, F)** Mature vs. Immature. mRNA expression was quantified relative to the gapdh expression level using the comparative cycle threshold method. Columns represent means ± SEM; ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05.

### Construction of circRNA-Associated ceRNA Networks at Distinct B-Cell Developmental Stages

The competing endogenous RNAs (ceRNAs) hypothesis indicates that ceRNA can regulate the expression of downstream genes by competing with miRNA for the common miRNA response elements (MREs). RNA-Seq data were used to construct ceRNA networks of B-cell lineage in mouse bone marrow. 

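Of the 281 circRNAs called in any transition, 187 (66.5%) were called in 1 transition only, 66 from pro-B to pre-B cells, 56 from pre-B to immature B cells and 65 from immature to mature B cells. For miRNAs it was 539 of 838 (64.3%), with 220, 77 and 242 in the same order. For mRNAs it was 3801 of 6415 (59.3%), with 1724, 829 and 1248. With halved counts, 8 of 15 called circRNAs, 355 of 545 miRNAs and 2500 of 3643 mRNAs were called in 1 transition only. A transcript called in 1 transition and not in another was not tested for a difference between the transitions.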

Here the differentially expressed transcripts (circRNAs, miRNAs, and mRNAs) were divided into three groups: (1) Pre/Pro (+) other (-): differential expression in Pre vs. Pro group but not in other groups (**Figure 8A**); (2) Immature/Pre (+) other (-): differential expression in Immature vs. Pre group but not in other groups (**Figure 8B**); (3) Mature/Immature (+) other (-): differential expression in Mature vs. Immature group but not in other groups (**Figure 8C**).

**Figure 8:**
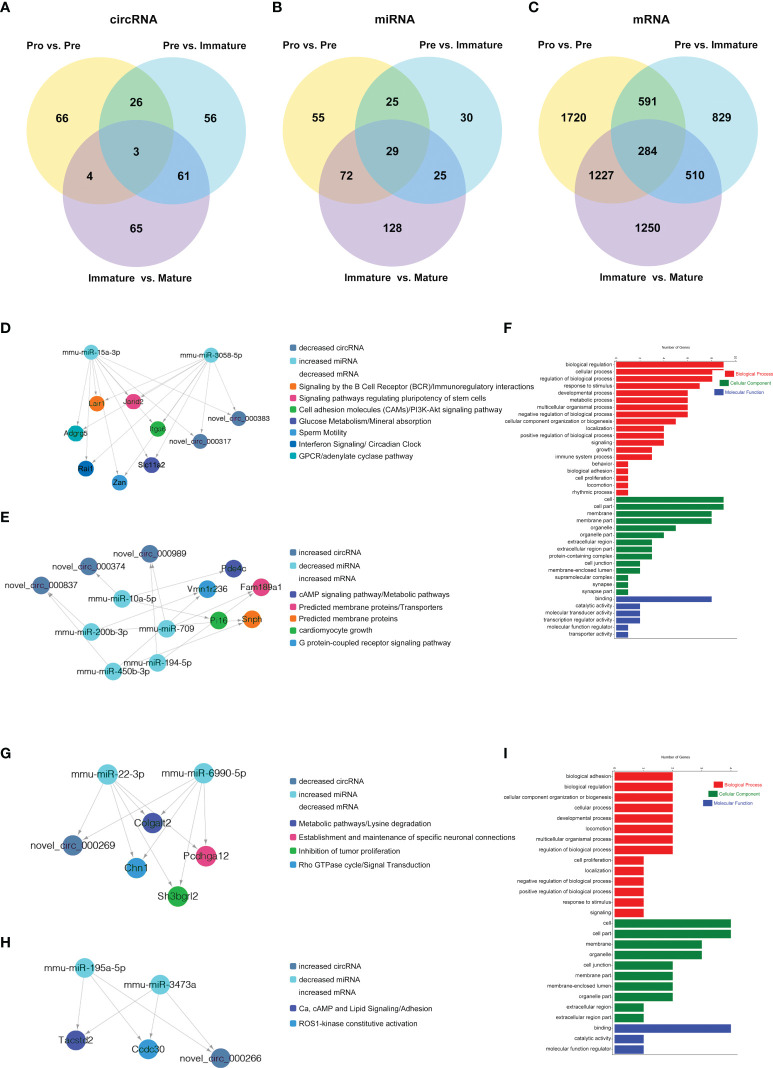
CircRNA-associated ceRNA networks and function enrichment analyses at the transitions of pro-B into the pre-B cell stage and the pre-B to immature B cell stage. ceRNA networks were constructed based on circRNA-miRNA and miRNA-mRNA interactions **(A–C)** Grouping. **(D–I)** The networks and function enrichment analyses in the pro-B to pre-B cell transitional stage (Pre vs. Pro group) **(D–F)** and the pre-B to immature B cell transitional stage (Immature vs. Pre group) **(G–I)**. **(D, G)** The ceRNA interaction of decreased circRNAs-increased miRNAs-decreased mRNAs, **(E, H)** The ceRNA interaction of increased circRNAs-decreased miRNAs-increased mRNAs. **(F, I)** GO enrichment analysis of the related genes in the ceRNA networks includes three aspects: Biological Process, Cellular Component, and Molecular Function.

Finally, 5 circRNAs, 7 miRNAs and 12 mRNAs significantly dysregulated in the Pre/Pro (+) other (-) group were selected to construct ceRNA networks (**Figures 8D, E** and **Table S7**). 

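The panel labels of Table S7 differ from those of Figures 8 and 9, so each panel was assigned to the transition and direction in which most of its members were called. The numbers of members are then those of the text, but calls in the direction of a panel are in part built in. Of the 24 members of these networks, 23 were called in that direction and in no other transition, namely 5 circRNAs, 6 miRNAs and 12 mRNAs. The circRNAs had between 6 and 10 reads over the 2 libraries, and all 5 had 0 reads in 1 of them. The median miRNA had 59 tags and the median mRNA 18.5 counts. With TMM normalization all 24 were called, and after Benjamini-Hochberg adjustment 11, none of them a circRNA.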

In the Immature/Pre (+) other (-) group, 2 DEcircRNAs and 6 DEmRNAs shared common MREs binding sites of 4 DEmiRNAs in this group (**Figures 8G, H** and **Table S7**). 

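All 12 members were called in the direction assigned to their panel, and 11 of them in this transition only. Both circRNAs had 0 reads in 1 library, with 7 and 10 reads in total. The median was 44.5 tags for the miRNAs and 10 counts for the mRNAs. After Benjamini-Hochberg adjustment, 4 miRNAs and 2 mRNAs were still called.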

For the Mature/Immature (+) other (-) group, a total of 46 DEcircRNAs, 69 DEmiRNAs and 231 DEmRNAs were selected to construct the ceRNA networks (**Figures 9A, B** and **Table S7**). **Figures 8D, G**, **9A** show the downregulated circRNAs, upregulated miRNAs and downregulated mRNAs, while **Figures 8E, H**, **9B** show upregulated circRNAs, downregulated miRNAs and upregulated mRNAs in the ceRNA networks. It is worth mentioning that both novel_circ_000317 and novel_circ_000383 may bind mmu-miR-3058-5p and mmu-miR-15a-3p, respectively, in the pro-B to pre-B cell transition stage, which competes against their target Lair1 (**Figure 8D**). 

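Of the 346 members, 341 were called in the direction assigned to their panel, namely all 46 circRNAs, 64 of 69 miRNAs and all 231 mRNAs, and 339 were called in this transition only. The circRNAs had between 6 and 16 reads over the 2 libraries with a median of 6, and 45 of the 46 had 0 reads in 1 of them. The median miRNA had 122 tags and the median mRNA 78 counts. With TMM normalization, all 69 miRNAs and 229 mRNAs were called. After Benjamini-Hochberg adjustment, 1 circRNA, 61 miRNAs and 162 mRNAs were called.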

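The circRNAs novel_circ_000317 (Hdac4, exon-intron, 92004572 to 92011009 on the minus strand of chromosome 1) and novel_circ_000383 (antisense to Tcf4, 69570574 to 69574984 on the minus strand of chromosome 18) each had 6 reads in pro-B cells and 0 in the other stages. Both were at least 2.51-fold lower in pre-B cells (edgeR exact test, P = 0.0156, adjusted 0.173), and with halved counts P was 0.25. Of the miRNAs, mmu-miR-15a-3p had 8 tags in pro-B and 29 in pre-B cells, a log2 fold change of 1.02 (exact P = 0.122), and with TMM normalization P was 0.00396. For mmu-miR-3058-5p there were 0 and 7 tags, at least 1.29-fold higher (exact P = 0.0313, adjusted 0.0812). Lair1 had 85 counts and an FPKM of 5.73 in pro-B cells and 0 counts in the other stages, at least 7.84-fold lower in pre-B cells (exact P = 4.08e-10, adjusted 1.65e-08). Tcf4 belongs to a list of plasmacytoid dendritic cell genes that were mostly highest in the pro-B library. Binding between these RNAs was not analysed here.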

In the immature B to mature B cell stages, novel_circ_000150 might be miRNA sponge of mmu-miR-130b-5p, mmu-miR-148a-5p, mmu-miR-18b-3p and mmu-miR-467e-5p, which competes against their target complement receptor 2 (Cr2/CD21) (**Figure 9B**). Consequently, these RNA interactions might be critical in B-cell development and differentiation.

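The intronic circRNA novel_circ_000150 of Tspan14, from 40937875 to 40957279 on the minus strand of chromosome 14, had 6 reads in mature B cells and 0 in the other stages. It was at least 2.29-fold higher than in immature B cells (edgeR exact test, P = 0.0313, adjusted 0.240). Between immature and mature B cells, mmu-miR-130b-5p fell from 3051 to 333 tags (log2 fold change -2.29, exact P = 1.03e-203), and at a dispersion of 0.16 P was 0.0111. A smaller number of tags lay behind mmu-miR-148a-5p, which fell from 83 to 11 (-2.01, exact P = 1.86e-06), and mmu-miR-18b-3p, which fell from 48 to 12 (-1.09, P = 0.0405, adjusted 0.107). For mmu-miR-467e-5p, 7 and 0 tags gave an exact P = 0.0625, and 0.0313 with TMM normalization. Cr2 rose from 18 to 261 counts, a log2 fold change of FPKM of 2.29. For the change per mRNA count, the exact P was 3.14e-10 (adjusted 1.21e-08). From the ceRNA hypothesis, the paper proposes that these circRNAs act as miRNA sponges in B-cell development.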

**Figure 9:**
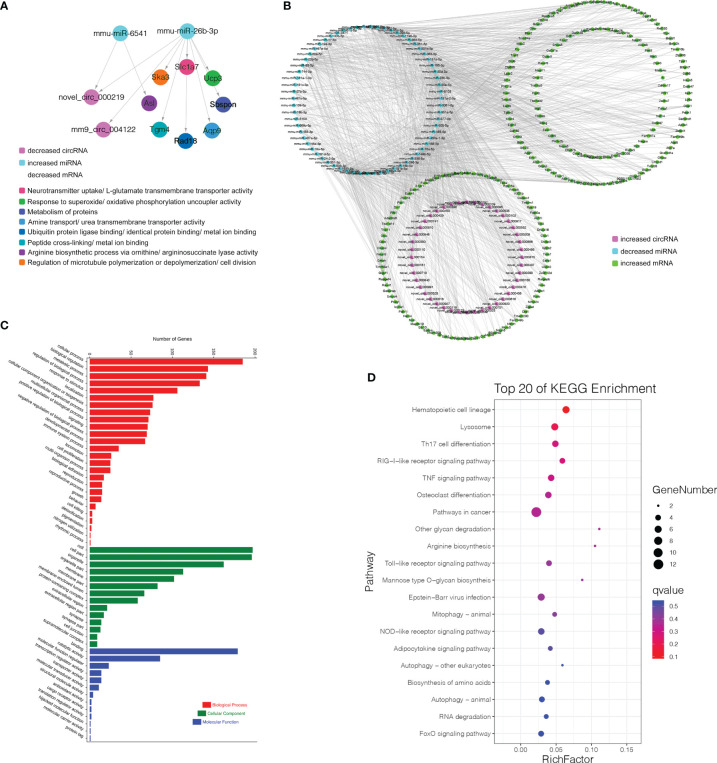
CircRNA-associated ceRNA networks and function enrichment analyses at the immature stage into mature B Cells. **(A)** The ceRNA interaction of decreased circRNAs-increased miRNAs-decreased mRNAs. **(B)** The ceRNA interaction of increased circRNAs-decreased miRNAs-increased mRNAs. **(C)** GO enrichment analysis of the related genes in the ceRNA networks. **(D)** KEGG pathways analysis of the related genes in the ceRNA networks. The Y-axis represents the pathway and the X-axis label represents the rich factor. The color and size of the bubble represent enrichment significance and the amount of differentially expressed genes enriched in the pathway, respectively.

### Functional Enrichment Analyses of ceRNA Networks Genes at Distinct B-Cell Developmental Stages

GO and KEGG pathway enrichment analysis of the genes in the above ceRNA networks were performed to investigate their potential function at distinct B-cell developmental stages. The genes in the ceRNA networks of the Pre/Pro (+) other (-) group were associated with the biological process, including glucose metabolism, G-protein-coupled receptor signaling pathway, B-cell receptor signaling pathway, cAMP signaling pathway, regulation of pluripotency in stem cells, cell growth, etc. (**Figure 8D, E**). The GO terms were also found to be significantly enriched in the Pre/Pro (+) other (-) group, which contained biological process (BP), cellular component (CC), and molecular function (MF) (**Figure 8F**). Biological regulation (GO:0065007) and cell part (GO:0044464) were the top two terms.

The genes in the ceRNA networks of the Immature/Pre (+) other (-) group were associated with biological pathways, which included metabolic, cell adhesion, specific neuronal connections, etc. (**Figures 8G, H**). The top GO terms were biological adhesion (GO:0022610), cell part (GO:0044464), and cell part (GO:0044464) (**Figure 8I**).

More genes in the ceRNA networks of the Mature/Immature (+) other (-) group were discovered than those in other groups. As shown in **Figure 9C**, the top GO terms were cellular process (GO:0009987), cell (GO:0005623), and binding (GO:0005488). Several cognition-associated terms were also shown, which included metabolic process (GO:0008152), response to stimulus (GO:0050896), catalytic activity (GO:0003824), and organelle (GO:0043226). All enriched GO terms in the Mature/Immature (+) other (-) group were listed in **Table S8**. The top 20 ceRNA gene-related KEGG pathways were represented in this group (**Figure 9D**). The significantly enriched pathways included hematopoietic cell lineage, TNF signaling pathway, RIG-I-like receptor signaling pathway, pathways in cancer, Lysosome, osteoclast differentiation, Th17 cell differentiation and so on (details in **Table S9**).

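Of the network mRNAs, 96 carried a KEGG pathway in the mRNA table, and the genes that Table S9 gives for these 7 pathways were all called higher in mature B cells. In the hematopoietic cell lineage pathway these were Fcer2a, Il9r, Cd55, Cr2, Il4ra and Flt3l, with between 14 and 583 counts over the 2 libraries. By the annotation of the mRNA table, 7 of the 96 genes (7.29%) belonged to it, against 2.35% of the 1491 genes called in this transition and 3.25% of the 4401 expressed genes with a KEGG pathway. For the Lysosome pathway the shares were 6.25%, 2.08% and 2.36%. For TNF signaling they were 5.21%, 2.48% and 1.70%, and for RIG-I-like receptor signaling 4.17%, 1.34% and 0.954%. Pathways in cancer held 12.5%, 9.12% and 6.73%, osteoclast differentiation 5.21%, 2.95% and 2.07%, and Th17 cell differentiation 6.25%, 3.29% and 1.80%. The lowest q value over the 178 pathways of Table S9 is 0.0958, the paper's value, for the hematopoietic cell lineage.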

## Discussion

The development of B lymphocytes has been investigated extensively over the past ten years. Some regulatory factors were critical in this complex but flexible process (31, 32), which included the E2A-EBF-PAX5 circuit (33, 34), IRF4 (35), FOXO1, interleukin-7 (36), Ying Yang 1 (37) and so on. Recently, it was reported that ncRNAs take part in regulating lymphocytes development (38). Moreover, the expression profile of circRNAs was provided in B-cell malignancies (39). However, little has been known about the profile of circRNAs and circRNA-associated ceRNA networks during the development of B-cell lineages. Hence, FACS was used to purify four B-cell subsets from single-cell suspensions of mouse bone marrow, then RNA-seq and miRNA-seq were performed. Meanwhile, we validated our RNA-seq data through qPCR. The highly stage-specific expression patterns of circRNAs suggested their strict regulation during B-cell differentiation, consistent with previous studies about the expression patterns of lncRNAs and miRNAs in these processes (40, 41). The highly unique miRNA profile of B-lymphocytes in the germinal center revealed upregulation of hsa-miR-125b downregulated the expression of key transcription factors, such as *IRF4* and *PRDM1/BLIMP1*, which regulated B cell terminal differentiation into plasma cells or memory B cells (40). The stage-specific expression of lncRNAs in B-cell subpopulations has also been identified (25). *BCALM (AC099524.1)*, a human B lymphocyte-specific lncRNA, took part in B-cell activation and differentiation by regulating BCR-stimulated Ca^2+^ signaling transduction proteins *PLD1* and *AKAP9* (26). These studies suggested that stage-specific expression of ncRNAs might play significant roles in the development and differentiation of B lymphocytes. In addition, the highly stage-specific expressed circRNAs could serve as the potential markers, which were related to the special characteristics of distinct B-cell subpopulations.

CircRNAs derived from back-splicing with retained introns could interact with UI small nuclear ribonucleoproteins (U1snRNPs), which enhanced transcription activities by recruiting Pol II at the promoters of their parental genes (42). The KEGG pathway analysis on the parental genes of stage-specific circRNAs showed that the BCR signaling pathway was the most attractive. BCR complex is composed of membrane-bound immunoglobulin (mIg), co-receptors of Ig α and Ig β, and auxiliary signal transduction elements, which are necessary for the whole process of B-cell development and maturation (8, 9). In our study, the BCR signaling pathway was enriched in pre-B cells, consistent with the first existence of pre-BCR in pre-B cells. Although the enriched analysis showed that circRNAs might indirectly participate in the BCR signaling pathway through regulating their parental genes, the specific BCR signaling pathway involved in distinct cell stages were not exactly the same. This is also consistent with their stage-specific expression characteristics. For example, *CD79a (Ig α)* was expressed along with *μ* heavy chain as part of the pre-BCR, one of the parental genes in the BCR signaling pathway specifically enriched in pre-B cells (43). 

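The circRNA of Cd79a found in pre-B cells only was novel_circ_000870, a single exon from 24899095 to 24899256 on the plus strand of chromosome 7, with 4 reads. Cd79a itself had an FPKM of 31.4 in pro-B cells, 7.15 in pre-B cells, 19.8 in immature B cells and 65.03 in mature B cells, from 249, 59.8, 152 and 501 counts. Per mRNA count, its log2 fold change from pro-B to pre-B cells was -0.20 (edgeR exact test, P = 0.414). From the pathway's enrichment among parental genes, the paper proposes that circRNAs take part in BCR signaling indirectly, by regulating their parental genes.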

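The circRNA assigned to the gene Grb2 and found in immature B cells only was novel_circ_000727, which lies antisense to it from 115666521 to 115697027 on the plus strand of chromosome 11 and had 4 reads. The FPKM of the gene was 7.00 in pro-B cells, 1.22 in pre-B cells, 2.92 in immature B cells and 14.2 in mature B cells.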

*Grb2*, another parental gene in the BCR signaling pathway enriched in immature B cells, could regulate the magnitude of BCR signaling and the immunological synapse (44). As a parental gene in the BCR signaling pathway enriched in mature B cells, *Akt* was a key regulatory factor of Foxo1 transcriptional activity in B cells (45). On the other hand, the formation of circRNAs is influenced by alternative splicing and epigenetic modification (46). 

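For the gene Akt2, the circRNA found in mature B cells only was novel_circ_000307, which is intronic, lies between 27627985 and 27628589 on the plus strand of chromosome 7 and had 4 reads. Akt2 had an FPKM of 8.68, 3.15, 3.77 and 12.7 from pro-B to mature B cells, and 103, 32, 32 and 93 counts.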

Previous studies have indicated that dynamic DNA methylation and histone methylation may affect the development of B cells (47, 48). Hence, the generation of stage-specific circRNAs might be affected by other epigenetic regulations on their parental genes.

The expression patterns of several circRNAs showed highly dynamic behavior throughout B-cell differentiation in the bone marrow. It suggested that the expression of circRNAs is precisely and tightly regulated. Moreover, these circRNAs may play particular roles in several successive developmental stages. For example, 9 circRNAs were consistently upregulated during myeloid B-cell development, while 7 circRNAs were consistently downregulated in this process. The expression patterns of these circRNAs indicated their sustained and stable regulatory roles throughout the developmental progression from the pro-B cells to mature B cells. For another example, 31 circRNAs firstly reached a relatively high level in the pre-B cells, but then continuously decreased in the latter two developmental stages. Therefore, these circRNAs may be critical factors for the fate of pre-B cells.

Based on the ceRNA hypothesis, we constructed the ceRNA networks to further explore the functions of DEcircRNAs in different developmental stages of B cells. For instance, novel_circ_000317 and novel_circ_000383 were identified as sponges of mmu-miR-15a-3p and mmu-miR-3059-5p, which target *Lair1* in the pro-B to pre-B cell transitional stage. *Lair1* was an immunoglobulin superfamily inhibitory receptor differentially expressed during human B-cell differentiation, which inhibited early B cell receptor-mediated signaling and B-cell maturation (49). The *Lair1* on activated B cells decreased immunoglobulin and cytokine production in BCR signaling, which inhibited B-cell proliferation and maturation (50). It suggested that circRNA might regulate the B-cell differentiation by affecting their immunoglobulin receptor. In addition, novel_circ_000150 may function as miRNA sponge of mmu-miR-130b-5p, mmu-miR-148a-5p, mmu-miR-18b-3p and mmu-miR-467e-5p, all of which targeted complement receptor 2 (*Cr2/CD21*). After late-immature B cells had exited the mouse bone marrow, the expression level of *Cr2* was increased during B-cell maturation, which was confirmed in our data (51). 

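The FPKM of Cr2 was 0.36 in pro-B cells, 0.42 in pre-B cells, 2.01 in immature B cells and 9.84 in mature B cells. In the same order, Cr2 had 12, 15, 18 and 261 counts, or 13.8, 62.4, 80.5 and 307 CPM. Its log2 fold change from immature to mature B cells was 1.93 when taken per mRNA count. At a dispersion of 0.16, P from the edgeR exact test was 0.0360.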

Premature expression of human *Cr2* during B-cell development cause defects in B-cell ontogeny and humoral immune response in mice (52, 53). 

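The circRNA novel_circ_000701, antisense to Rab30 (92822759 to 92834230 on the minus strand of chromosome 7), had 6 reads in mature B cells and 0 in the other stages. For novel_circ_000616, made of annotated exons of Rftn1 (50036941 to 50055627 on the minus strand of chromosome 17), the reads were 4, 2, 0 and 6 from pro-B to mature B cells. Both differed between immature and mature B cells with an edgeR exact test P of 0.0313, and with halved counts P was 0.25. The miRNA mmu-miR-542-3p fell from 18 tags in immature B cells to 4 in mature B cells (log2 fold change -1.26, exact P = 0.167), and with TMM normalization P was 0.0415. Il4ra, the gene of IL-4Ralpha, rose from 49 to 534 counts, a log2 fold change of 2.66 in FPKM and 1.52 per mRNA count (exact P = 1.65e-14).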

Besides, novel_circ_000701 and novel_circ_000616 were identified as sponges of mmu-miR-542-3p, which targets *IL-4Ralpha.* A previous study had indicated that *IL-4Ralpha* controlled the development of IL-4-producing B cells (54). In summary, we found that several circRNAs functioned as potential ceRNAs to regulate miRNA-targeted mRNA during B-cell differentiation and development, bringing us some novel ideas to further explore the regulatory networks in these processes.

We found that the BCR signaling pathway, metabolic pathways, Toll-like receptors signaling, cell adhesion and other pathways were significantly enriched during B-cell differentiation in mouse bone marrow through functional enrichment analyses on the ceRNA networks. Many studies have reported that the BCR signaling pathway played a crucial role in B-cell development and lineage commitment (3, 9). Moreover, it was reported that key metabolic pathways, such as increased glucose uptake and induction of glycolysis, contributed to B cells fate and behavior (55–57). Toll-like receptors (TLRs) were one of the most important families of pattern-recognition receptors. In combination with other B-cell signaling pathways, TLR signaling plays a significant role in B-cell lineage determination and negative selection (58).

In conclusion, we provided the emerging field of circRNA biology with their first lineage-specific expression profiles during B-cell development, unveiling novel features of these elusive transcripts and inferred their important roles in B cells. Because of the lineage-specific distribution of circRNAs in B cells, these molecules will be considered potential developmental checkpoints or cell-specific markers. On the other hand, the circRNA-miRNA-mRNA interaction networks were constructed during B-cell development, which provided novel ideas for further exploration of the unclear mechanism of B-cell development. Meanwhile, our study may offer valuable resources for the ncRNA biology in lymphocytes. Further studies should aim at functional characterization of these circRNAs, verification of circRNA-miRNA-mRNA interaction networks, as well as identification of potential developmental biomarkers and checkpoints.

## Data Availability Statement

All raw and processed sequencing data generated in this study have been submitted to the NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) database under accession number GEO: GSE166124.

## Ethics Statement

The animal study was reviewed and approved by Shenzhen Peking University-the Hong Kong University of Science and Technology Medical Center.

## Author Contributions

XC and WZ designed studies and revised manuscripts. JP, SH, XR, HH, and XD carried out cell sorting and animal experiments. SH, JP, and IC performed the statistical analysis and drafted manuscripts. IC and BY performed the statistical analysis and revised manuscripts. All authors contributed to the article and approved the submitted version.

## Funding

National Natural Science Foundation of China (81874249), Guangdong Basic and Applied Basic Research Foundation (2020A1515011125, 2021A1515011558), and Shenzhen Basic Research Grants (JCYJ20180223181224405, JCYJ20180507182657867).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Whole-Transcriptome Profiling and circRNA-miRNA-mRNA Regulatory Networks in B-Cell Development
**Source:** Front Immunol. 2022 Mar 21;13:812924. doi: 10.3389/fimmu.2022.812924
**Supplement:** Supplementary Table 1 — Specifically expressed circRNAs in pre-B-cell, pro-B-cell, immature B-cell, and mature B-cell stages.

﻿**circRNAs**

**1 RNA extraction, library construction and sequencing**

Total RNA was extracted using Trizol reagent kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and checked using RNase-free agarose gel electrophoresis. After total RNA was extracted, rRNAs were removed to retain mRNAs and ncRNAs. The enriched mRNAs and ncRNAs were fragmented into short fragments using fragmentation buffer and reverse transcribed into cDNA with random primers. Second-strand cDNA was synthesized by DNA polymerase I, RNase H, dNTP (dUTP instead of dTTP) and buffer. Next, the cDNA fragments were purified with QiaQuick PCR extraction kit (Qiagen), end-repaired, poly(A) added, and ligated to Illumina sequencing adapters. Then UNG (Uracil-N-Glycosylase) was used to digest the second-strand cDNA. The digested products were size selected by agarose gel electrophoresis, PCR amplified and sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. (Guangzhou, China).

**2 Bioinformatics analysis**

﻿**2.1 Filtering of Clean Reads**

Reads obtained from the sequencing machines included raw reads containing adapters or low-quality bases, which would affect the following analysis. Thus, to get high-quality clean reads, reads were further filtered by fastp [1] (version 0.18.0). The parameters were as follows:

1) removing reads containing adapters;

2) removing reads containing more than 10% of unknown nucleotides(N);

3) removing low-quality reads containing more than 50% of low-quality (Q-value≤20) bases.

﻿**2.2 Alignment with Ribosome RNA (rRNA)**

﻿Different species and sample qualities would affect the efficiency of experimental ribosome RNA removal.

Thus, the short reads alignment tool Bowtie2 [2] (version 2.2.8) was used for mapping reads to the ribosome RNA (rRNA) database. The rRNA mapped reads will be removed. The remaining reads were further used in alignment and analysis.

﻿**2.3 Alignment with Reference Genome**

The rRNA removed reads of each sample were then mapped to the reference genome by HISAT2 [3] (version 2.1.1), respectively. After being aligned with the reference genome, the reads that could be mapped to the genomes were discarded, and the unmapped reads were then collected for circRNA identification.

﻿**2.4 Identification of circRNA**

20mers from both ends of the unmapped reads were extracted and aligned to the reference genome to find unique anchor positions within the splice site. Anchor reads aligned in the reversed orientation (head-to-tail) indicated circ RNA splicing and then were subjected to find_circ to identify circRNAs [4]. The anchor alignments were then extended such that the complete read aligns and the breakpoints were flanked by GU/AG splice sites. A candidate circRNA was called if it was supported by at least two unique back spliced reads at least in one sample.

﻿**2.5 circRNA statistics**

The identified circRNAs were subjected to statistical analysis of type, chromosome distribution and length distribution.

﻿**2.6 Quantification of circRNA Abundance**

To quantify circRNAs, back-spliced junction reads were scaled to RPM (Reads Per Million mapped reads), and the formula is shown as follows: **𝑅𝑃𝑀 =10^6^𝐶/𝑁**. In this formula, C is the number of back-spliced junction reads uniquely aligned to a circRNA. N is the total number of back-spliced junction reads. The RPM method can eliminate the influence of different sequencing data amounts on the calculation of circRNA expression. Therefore, the calculated expression can be directly used for comparing the differential expression among samples.

﻿**2.7 Analysis of Differentially expressed circRNAs**

To identify differentially expressed circRNAs across samples, the edgeR package [5] (version 3.12.1) (http://www.r-project.org/) was used. We identified circRNAs with a |log2 fold change (FC) | ≥1 and a P value <0.05 in comparing samples as significant differentially expressed circRNAs.

**miRNA**

**1 RNA extraction, library construction and sequencing**

After total RNA was extracted by Trizol reagent kit (Invitrogen, Carlsbad, CA, USA), the RNA molecules in a size range of 18–30nt were enriched by polyacrylamide gel electrophoresis (PAGE). Then the 3’ adapters were added and the 36-44nt RNAs were enriched. The 5’ adapters were then ligated to the RNAs as well. The ligation products were reverse transcribed by PCR amplification and the 140-160bp size PCR products were enriched to generate a cDNA library and sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. (Guangzhou, China).

﻿

**2 Filtering of Clean Tags**

Reads obtained from the sequencing machines included dirty reads containing adapters or low-quality bases, which would affect the following assembly and analysis. Thus, to get clean tags, raw reads were further filtered according to the following rules:

1) Removing low quality reads containing more than one low quality (Q-value≤20) base or containing unknown nucleotides(N);

2) Removing reads without 3’adapters;

3) Removing reads containing 5’adapters;

4) Removing reads containing 3’ and 5’ adapters but no small RNA fragment between them;

5) Removing reads containing ployA in small RNA fragment;

6) Removing reads shorter than 18nt (not including adapters)

﻿

**3 Alignment and Identification of small RNA**

**3.1 Alignment with small RNA in GeneBank**

All of the clean tags were aligned with small RNAs in the GeneBank database (Release 209.0) to identify and remove rRNA, scRNA, snoRNA, snRNA and tRNA.

﻿**3.2 Alignment with small RNA in R fam**

Meanwhile, all clean tags were aligned with small RNAs in the R fam database (Release 11.0) to identify and remove rRNA, scRNA, snoRNA, snRNA and tRNA.

**3.3 Alignment with Genome (exon, intron, repeat sequences)**

All of the clean tags were also aligned with the reference genome. Those mapped to exons or introns might be fragments from mRNA degradation, so these tags were removed. The tags mapped to repeat sequences were also removed.

**3.4 Identification of microRNA (miRNA)**

**3.4.1 Identification of exist miRNA**

All of the clean tags were then searched against the miRBase database (Release 22) to identify known (Species studied) miRNAs (exist miRNAs).

**3.4.2 Identification of known miRNA**

So far, the miRNA sequences of some species were still not included in the miRBase database. The miRNAs alignment with other species was a dependable way to identify the known miRNAs for those species.

**3.4.3 Identification of novel miRNA**

All of the unannotated tags were aligned with the reference genome. The novel miRNA candidates were identified according to their genome positions and hairpin structures predicted by software mirdeep2.

﻿The default parameters of software mirdeep2 were as follows:

‑c: input file in FASTA format

‑h: parse to FASTA format

‑i: convert RNA to DNA alphabet (to map against genome)

‑j: remove all entries that have a sequence that contains letters other than a, c, g, t, u, n, A, C, G, T, U, or N.

‑k <seq>: clip 3' adapter sequence

‑l <int>: discard reads shorter than <int> nts

‑m: collapse reads

﻿‑p <genome>: map to the genome (must be indexed by bowtie-build). The genome string must be the prefix of the bowtie index. For instance, if the first indexed file is called h_sapiens_37_asm.1.ebw then the prefix is h_sapiens_37_asm.

‑q: map with one mismatch in the seed (mapping takes longer)

‑s file: print processed reads to this file

‑t file: print read mappings to this file

﻿**3.5 Small RNA annotation summary**

After tags were annotated as mentioned previously, the annotation results were determined in this priority order: rRNA etc > exist miRNA > exist miRNA edit > known miRNA > repeat > exon > novel miRNA > intron. The tags that cannot be annotated as any of the above molecules were recorded as unann.

**4 miRNA expression profiles**

Total miRNA consists of exist miRNA, known miRNA and novel miRNA; based on their expression in each sample, the miRNA expression level was calculated and normalized to transcripts per million (TPM).

﻿The formula is as follows: ﻿**TPM=Actual miRNA counts/Total counts of clean tags*10^6^**

**﻿**In addition, the expression of exist miRNA, known miRNA and novel miRNA was also analyzed individually.

﻿

**5 Differentially expressed miRNA (DE miRNA) Analysis**

miRNAs differential expression analysis was performed by edgeR software between two different samples. We identified miRNAs with a |log2 fold change (FC) | ≥1 and P-value <0.05 in comparison as significant DE miRNAs.

**mRNA**

﻿

**1 RNA Extraction, strand-specific library construction and sequencing**

Total RNA was extracted using Trizol reagent kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and checked using RNase-free agarose gel electrophoresis. After total RNA was extracted, rRNAs were removed to retain mRNAs and ncRNAs. The enriched mRNAs and ncRNAs were fragmented into short fragments by using fragmentation buffer and reverse transcribed into cDNA with random primers. Second-strand cDNA was synthesized by DNA polymerase I, RNase H, dNTP (dUTP instead of dTTP) and buffer. Next, the cDNA fragments were purified with QiaQuick PCR extraction kit (Qiagen), end-repaired, poly(A) added, and ligated to Illumina sequencing adapters. Then UNG (Uracil-N-Glycosylase) was used to digest the second-strand cDNA. The digested products were size selected by agarose gel electrophoresis, PCR amplified and sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. (Guangzhou, China).

﻿**2.1 Filtering of Clean Reads**

Reads obtained from the sequencing machines included raw reads containing adapters or low-quality bases, which would affect the following assembly and analysis. Thus, to get high-quality clean reads, reads were further filtered by fastp [1] (version 0.18.0). The parameters were as follows:

1) removing reads containing adapters;

2) removing reads containing more than 10% of unknown nucleotides (N);

3) removing low-quality reads containing more than 50% of low-quality (Q-value≤20) bases.

**2.2 Alignment with Ribosome RNA (rRNA)**

Short reads alignment tool Bowtie2 [2] (version 2.2.8) was used for mapping reads to the ribosome ﻿RNA (rRNA) database. The rRNA mapped reads were then removed. The remaining reads were further used in the assembly and analysis of the transcriptome.

﻿**2.3 Alignment with the reference genome**

An index of the reference genome was built, and paired-end clean reads were mapped to the reference genome using HISAT2 [3] (version 2.1.0) with “-rna-strandness RF” and other parameters set as a default.

**2.4 Transcripts Reconstruction**

The reconstruction of transcripts was carried out with software Stringtie [6, 7] (version 1.3.4), which together with HISAT2, allows biologists to identify new genes and new splice variants of known ones.

**2.5 Novel Transcripts Identification and Annotation**

To identify the new transcripts, all of the reconstructed transcripts were aligned to the reference genome and were divided into twelve categories by using Cuffcompare. Transcripts with one of the class codes “u, i, j, x, c, e, o” were defined as novel transcripts. We used the following parameters to identify reliable novel genes:

the length of the transcript was longer than 200bp and the exon number was more than 2 (plants more than 1).

Novel transcripts were then aligned to the Nr, KEGG, and GO database to obtain protein functional annotation

﻿**2.6 Quantification of Transcripts Abundance**

Transcripts abundances were quantified by software StringTie in a reference-based approach. FPKM (fragment per kilobase of transcript per million mapped reads) for each transcription region was calculated to quantify its expression abundance and variations using StringTie software.

The FPKM formula is shown as follows: **FPKM=10^6^C/(NL/10^3^)**

﻿Given FPKM(A) to be the expression of transcripts A, C to be the number of fragments mapped to transcripts A, N to be the total number of fragments mapped to reference genes, and L to be the number of bases on transcripts A. The FPKM method can eliminate the influence of different transcripts lengths and sequencing data amounts on the calculation of transcripts expression. Therefore, the expression of the calculated transcript can be directly used for comparing the difference of transcripts expression among samples.

﻿**2.7 Differentially expressed transcripts (DEGs) Analysis**

The differentially expressed transcripts of coding RNAs and lncRNAs were analyzed ﻿, respectively. RNAs and lncRNAs differential expression analysis was performed by edgeR [5] between two samples. P-value < 0.05 and |log2 fold change (FC) | ≥1 were set as the thresholds in the differential expression analysis.

[1] Chen, S., et al., *fastp: an ultra-fast all-in-one FASTQ preprocessor.* Bioinformatics, 2018. **34**(17): p. i884-i890.

[2] Langmead, B. and S.L. Salzberg, *Fast gapped-read alignment with Bowtie 2.* Nature Methods, 2012. **9**(4): p. 357-359.

[3] Kim, D., B. Langmead, and S.L. Salzberg, *HISAT: a fast spliced aligner with low memory requirements.* Nature Methods, 2015. **12**(4): p. 357-360.

[4] Memczak, S., et al., *Circular RNAs are a large class of animal RNAs with regulatory potency.* Nature, 2013. **495**(7441): p. 333-338.

[5] Robinson, M.D., D.J. McCarthy, and G.K. Smyth, *edgeR: a Bioconductor package for differential expression analysis of digital gene expression data.* Bioinformatics (Oxford, England), 2010. **26**(1): p. 139-140.

[6] Pertea, M., et al., *StringTie enables improved reconstruction of a transcriptome from RNA-seq reads.* Nature Biotechnology, 2015. **33**(3): p. 290-295.

[7] Pertea, M., et al., *Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown.* Nature Protocols, 2016. **11**(9): p. 1650-1667.

How the deposited data were processed for this re-analysis (not part of the article)

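RNA of pro-B, pre-B, immature B and mature B cells sorted from mouse bone marrow was sequenced, with 1 rRNA-depleted RNA library and 1 small RNA library per stage and the cells of 3 mice pooled in each. All 8 libraries were used, and each was assigned to its stage by its label. With 1 library per stage and type there are no replicates, so no comparison here has a replicate check.

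The authors cleaned the reads with fastp 0.18.0, removed rRNA reads with Bowtie2 2.2.8 and mapped the rest with HISAT2. The circRNA table holds counts of back-spliced reads as deposited, which the authors obtained with find_circ from unmapped reads, with at least 2 unique back-spliced reads in at least 1 library for a circRNA to be listed. The RPM values of circRNAs, as deposited, are the count divided by the total of the library's back-spliced reads. The mRNA and lncRNA tables hold estimated counts from StringTie 1.3.4, deposited by the authors without normalization and not all whole. The FPKM values that the authors deposited for mRNAs and lncRNAs are scaled by transcript length and, in the paper's formula, by the fragments mapped to reference genes. The denominators that these values imply for the mRNA counts changed by a median log2 ratio of 0.08, -0.13 and 0.01 over the 3 transitions, where the mRNA counts changed by -1.85, -0.10 and 1.93. The miRNA table holds counts of tags as deposited, after the authors removed other small RNAs by GenBank and Rfam and assigned tags with miRBase and mirdeep2. The TPM values of miRNAs that the authors deposited are tags over the total of clean tags, with 0.01 in place of 0. The clean tags implied by counts and TPM values were 1008156 in pro-B cells, 1796218 in pre-B cells, 2609489 in immature B cells and 1390065 in mature B cells. The paper's text does not name the genome build, and coordinates are given as in the authors' table. Stretches of sequence were compared only among the tags themselves, and genes were named by the symbols of the mRNA table.

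Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. A circRNA or miRNA counted as expressed in a stage above 0, and an mRNA or lncRNA at an FPKM of 1 or more. Shares carry 95% Wilson intervals. The number of circRNAs in 1 library was set beside 10000 redistributions of each circRNA's reads over the libraries in proportion to their totals, in read pairs for the 753 circRNAs whose counts were all even and reached 4 in some library, and under the authors' rule of at least 2 unique reads in 1 library. Since this choice of pairs depends on the split of the reads, a redistribution of all circRNAs in pairs was added after the values were seen, with 2 pairs or 1 pair needed in 1 library. The circRNAs of the patterns were tested against the library totals by a chi-square statistic with 10000 Monte Carlo redistributions. Pearson's r was computed across features on the deposited values, without a p-value.

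Adjacent stages were compared with edgeR's exact test between the 2 libraries, with the column totals as library sizes and a dispersion of 0.0001, which returns the P values of Table S4. For mRNAs the P values thus test the change per mRNA count, while the calls use the log2 fold change of FPKM. A call needed P under 0.05 and a log2 fold change of the deposited values of at least 1 in size, with 0 replaced by 0.001 for RPM and FPKM and by 0.01 for TPM. Where a library had 3 counts or fewer, the fold change is given as a lower bound against 3 counts. The tests were tried on simulated data before use, with 200 features changed 4-fold. At a simulated dispersion of 0, between 0.621% and 0.972% of unchanged features were called. Of the changed circRNAs 8.5% were called there, since few have enough reads. The circRNA reads were simulated singly, so both rates need not hold for reads counted in pairs. The redistributions covered 193 of 200 simulated tables. These tables were drawn in the same way as the redistributions, so the coverage was fixed in advance and does not test their assumptions. At a simulated dispersion of 0.16, which 1 library per stage cannot rule out, 9.57% of the unchanged miRNAs and 13.1% of the unchanged mRNAs were called. The panels of Table S7, whose labels differ from those of Figures 8 and 9, were assigned to the transition and direction with the most calls among their members. KEGG membership was read from the mRNA table, where 9191 genes have a pathway and 201 belong to the BCR signaling pathway. Fisher's exact test for parental genes was one-sided and was run against the parental genes of all circRNAs and against the genes at an FPKM of 1 or more in some stage, with Benjamini-Hochberg adjustment over the 4 stages.

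The main settings, the alternatives, the lists of marker genes and the rule for naming genes were chosen before the data were examined, apart from those said to be chosen after. Named are the circRNAs, miRNAs and genes that the paper's text, Table 1 or Figures 5 to 9 name, the 2 with the smallest P in each direction for each transition and RNA type, and the 5 with the most counts in each library. Most single circRNAs of the Figure 3 patterns and of the genes in Table 1, and the genes named with the cell-type lists, fall outside this rule and were chosen after their values were seen. The lists of cell-type genes were pro-B, pre-B, immature, mature, neutrophil, erythroid, plasma cell, T and NK cell, plasmacytoid dendritic cell, and monocyte and macrophage, and further lists for NK cells, plasmacytoid dendritic cells and neutrophils were added later. In the order pro-B, pre-B, immature and mature, the erythroid genes summed to 453, 104, 65.5 and 232 counts. The plasma cell genes summed to 274, 90, 63 and 94 counts, and the monocyte and macrophage genes to 295, 88, 58 and 211, of which Lyz2 held 279, 88, 52 and 209. Scaled to mRNA counts, the erythroid sums were 522, 433, 293 and 273 CPM. On that scale the plasma cell sums were 316, 375, 282 and 111, and the monocyte and macrophage sums 340, 366, 260 and 248, highest in pre-B cells for both lists.

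The alternatives covered the read or FPKM minimum, the depth, the correlation measure, the dispersion (0.01 and 0.16), Benjamini-Hochberg adjustment, halved counts, TMM and DESeq2 scaling, a minimum of 10 counts and edgeR's log2 fold change. Downsampling was averaged over 100 draws. A total of 8747 of the 38663 transcripts of the lncRNA table are unannotated and carry no gene symbol. The qPCR measurements, the predicted binding between RNAs and the GO terms were not analysed here. The names of the genes behind some list totals are not reported here.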

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

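The tests of depth and of T cells below were chosen only after the counts were seen, as were those of the mRNA share and of tRNA ends, while the further gene lists and the test of shared sequences were fixed before their values were seen.

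The 6 genes listed for T and NK cells had 178 counts in the pro-B library, above the 3 counts that 0 allows, in genes the paper does not discuss. Gzma held 106 of them, Nkg7 38, Ccl5 17 and Klrd1 15. The pre-B and immature libraries had 0 counts and the mature library 5. A greater depth of the pro-B library is argued against, since at its share the pre-B library would hold 49.3 of these counts. T cells are argued against as well, since Cd3e and Cd3g together had 2 counts. NK cells among the sorted pro-B cells are a candidate source. Of 10 further NK cell genes, 10 were above 3 counts and highest per mRNA count in the pro-B library, led by Il2rb with 119, Klrk1 with 44 and Ncr1 with 39, and 9 had 3 counts or fewer in every other library. Expression of these genes by pro-B cells stays open and was not tested, as does a mouse-to-mouse difference, since the library is a pool.

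The 4 genes listed for plasmacytoid dendritic cells had 1287 counts in the pro-B library, in genes the paper does not discuss, against 91, 196 and 614 in the pre-B, immature and mature libraries. Scaled to mRNA counts, the sums were 1483, 379, 877 and 723 CPM from pro-B to mature B cells. Irf8, which B cells also express, held 783 of the counts in the pro-B library, Bst2 259, Ccr9 140 and Siglech 105. Siglech had 0 counts in pre-B and mature B cells and 4 in immature B cells. Plasmacytoid dendritic cells among the sorted pro-B cells are a candidate source, since 9 of 10 further genes were above 3 counts and highest per mRNA count in that library, and 4 of these had 3 counts or fewer in the others. The most abundant were Tcf4 with 363.5 counts and Runx2 with 299, which are expressed in other blood cells too. The stage itself, in which pro-B cells share these genes, stays open and was not tested.

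The 7 genes listed for neutrophils were counted in every library, with 1053 counts in pro-B cells, 340 in pre-B cells, 257 in immature B cells and 815 in mature B cells. The lowest of these is above the 3 counts that 0 allows, and 6 of the 7 genes were above 3 counts in all libraries. Scaled to mRNA counts, the sums were 1213, 1415, 1150 and 960 CPM, without a rise in any 1 stage beyond 1.5 times another. RNA or cells of neutrophils in all sorted populations cannot be told apart from expression at this level by the B cells themselves. Of 10 further neutrophil genes, 4 were above 3 counts in all libraries and 9 in the pro-B library, whereas most had been predicted to be above 3 in all. The prediction was thus not met. The lower depth of the pre-B and immature libraries does not account for most of the misses, since Cebpe, Ly6g, Fcnb and Ctsg had 3 counts or fewer in the mature library too. Genes so near 0 exclude nothing either, which keeps the explanation open. No biological explanation was tested.

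In the lncRNA table, which the paper does not report on, unannotated transcripts held 3382542 counts in pre-B cells, 91.2% of the counts of the mRNA and lncRNA tables together. The share was 73.1% in pro-B cells, 90.9% in immature B cells and 73.0% in mature B cells. The unannotated transcript with the most counts took 6.63%, 11.8%, 9.16% and 5.70%. mRNAs made up 23.7% of these counts in pro-B cells, 6.48% in pre-B cells, 6.48% in immature B cells and 23.5% in mature B cells. The fall of FPKM from pro-B to pre-B cells is in line with a denominator that holds more than the mRNA counts, since the median log2 ratio of FPKM was -2.20 and the log2 ratio of the mRNA shares -1.87. The paper's formula counts fragments mapped to reference genes. The log2 ratio of the denominators implied by the values was 0.08, near the 0.02 of mRNA and lncRNA counts together and far from the -1.85 of mRNA counts alone. Why the share differs is open. A difference between library preparations or in RNA quality cannot be told apart from a change in the cells with 1 library per stage, and the median log2 FPKM ratio of unannotated transcripts from pro-B to pre-B cells was -0.00948. A change of RNA content with the stage stays open and was not tested.

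Of the small RNA tags of pro-B cells, 16.9% (156363 counts) lay on tags named after miRNAs of other species, and 13.6%, 12.6% and 13.5% in the later stages. The paper's methods use alignment with other species to identify known miRNAs and count these in the total miRNA. The share of such tags is not given in the paper's text. Ends of tRNAs are argued against as the whole source, since 29.1% of the counts of these tags over all libraries end in CCA, and 38.0% in pro-B cells. Sequences shared with mouse miRNAs are a candidate explanation for most of them, since 69.6% of their counts over all libraries, and 58.6% in pro-B cells, share at least 16 bases in a row with a mouse miRNA of the table. Neither holds for 1.61% of the counts over all libraries. No biological explanation was tested.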

How the results depend on the processing

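The settings said below to be added were chosen after the values were seen, as was the limit for a moved correlation, the SD of the 6 pairs of stages. No paired analysis was possible because each stage has 1 library of pooled cells, and for the same reason no library could be left out of a stage. Every alternative that had been set gave a value, except for circRNAs in Immature vs. Pre after Benjamini-Hochberg adjustment. No circRNA was called there, so the share of calls that were higher has no value. Over the 32 main results, 90 of the values under an alternative kept their direction and side of the threshold, or moved within their interval or within 1.5 times the count. The others follow, and for them the cause was not tested except where the setting itself shows it.

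For stage-specific circRNAs, 80.0% in 1 library became 89.4% with at least 4 reads in a stage and 14.6% among circRNAs with at least 10 reads. For stage-specific miRNAs, 28.9% became 25.3% with at least 10 tags, 31.8% when downsampled to the smallest library and 44.5% at the circRNA depth. With the added settings it was 21.1% for mouse miRNAs at a TPM of 1 or more and 12.2% at the circRNA depth with at least 2 reads in 1 library. For stage-specific mRNAs, 21.3% became 15.8% at an FPKM above 0, 39.4% at 5 or more and 20.2% with at least 10 reads. With the same minimum of 10 reads, it was 25.2% when downsampled to the smallest library. At the circRNA depth it was 71.9%, or 36.0% there with the added rule of 2 reads. For stage-specific lncRNAs, 26.6% became 31.7% at an FPKM of 5 or more. Drawing fewer reads raised the share of miRNAs and mRNAs in 1 library, whereas with the rule of 2 reads added the miRNA share was below that at full depth. At the circRNA depth with that rule, both shares stayed below that of circRNAs. The draws matched back-spliced reads. If both mates of a pair were counted, the circRNA depth in fragments is lower, and no draw was made at that depth.

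For the correlation of circRNAs between stages, the median r of 0.157 reversed to -0.137 on log2(value + 1) and to -0.132 with Spearman's rho, and was 0.446 among circRNAs above 0 in both stages. For the correlation of miRNAs between stages, the median of 0.841 became 0.650 with Spearman's rho.

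At a dispersion of 0.16, the differentially expressed circRNAs numbered 68 in Immature vs. Pre and 57 in Mature vs. Immature, against 146 and 133. The miRNAs numbered 254, 118 and 297 in the 3 transitions, against 478, 244 and 470, and the mRNAs 1681, 771 and 1393, against 3824, 2215 and 3271. After Benjamini-Hochberg adjustment, 2, 0 and 2 circRNAs were called, against 99, 146 and 133 without, and 898 mRNAs in Immature vs. Pre. With halved counts, 3, 9 and 10 circRNAs, 295 and 153 miRNAs in the first transitions, and 2145, 857 and 1875 mRNAs were called. With at least 10 counts over both libraries, 23, 31 and 25 circRNAs were called. With the added restriction to mouse miRNAs, 205, 114 and 246 miRNAs were called, and 181, 109 and 254 with TMM normalization besides. With the added library size of mRNA and lncRNA counts together, 7954 mRNAs were called in Pre vs. Pro and 6937 in Mature vs. Immature. Fewer features tested and fewer counts per feature lower the number of calls by construction.

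The share of calls that were higher moved with the scaling. In Pre vs. Pro, it was 35.4% for circRNAs (35 higher, 64 lower), 52.6% with TMM (71 and 64) and 54.0% with DESeq2 size factors (74 and 63). Other shares of circRNAs moved by more than 10 points without a change of scaling, on few calls. In Pre vs. Pro, 60.9% were higher with at least 10 counts (14 and 9), and 1 and 1 after adjustment. In Immature vs. Pre, 48.6% became 88.9% with halved counts (8 and 1). In Mature vs. Immature, 47.4% became 20.0% with halved counts (2 and 8), 32.0% with at least 10 counts (8 and 17), and 2 and 0 after adjustment. At a dispersion of 0.16, miRNAs went from 28.7% to 16.9% in Immature vs. Pre, and mRNAs in Mature vs. Immature from 78.5% to 947 higher and 446 lower. For miRNAs in Pre vs. Pro it was 15.7%, 26.9% with DESeq2 size factors and 37.5% with TMM and edgeR's log2 fold change. For mRNAs there it was 15.4%, 39.7% with edgeR's log2 fold change, 42.4% with TMM besides and 3.24% with mRNA and lncRNA counts together. In Mature vs. Immature, miRNAs went from 66.8% to 55.1% with TMM and edgeR's log2 fold change, 56.1% with mouse miRNAs only and 50.4% with TMM besides. There mRNAs went from 78.5% to 50.9% with edgeR's log2 fold change, 54.8% with TMM besides and 95.7% with mRNA and lncRNA counts together.

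With halved counts, the circRNAs that differed between the libraries fell from 65 to 20 in the 6 patterns and from 845 to 334 among all circRNAs. Of transcripts called in 1 transition only, circRNAs went from 187 to 103 at a dispersion of 0.16 and to 8 with halved counts, miRNAs from 539 to 355 with halved counts, and mRNAs from 3801 to 2411 and 2500. As shares of all transcripts called under the same setting, circRNAs went from 66.5% to 64.8% and 53.3%. The miRNA share went from 64.3% to 77.6% and 65.1%, and the mRNA share rose from 59.3% to 77.4% and 68.6%. Network members called in the direction assigned to their panel in Pre vs. Pro went from 23 to 14 at a dispersion of 0.16, 11 after adjustment and 11 with halved counts. In Immature vs. Pre they went from 12 to 6 after adjustment and 5 with halved counts, and in Mature vs. Immature from 341 to 157, 224 and 186 in the same order of settings.

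For BCR signaling pathway parental genes against those of all circRNAs, with at least 4 reads in a stage, pro-B cells moved to an odds ratio above 1 (exact p = 0.451), and mature B cells went from an exact p of 0.0302 to 0.122. Against the expressed genes, the exact p fell to 0.0172 in pro-B cells and 0.0209 in immature B cells. With at least 10 reads, pro-B, pre-B and mature B cells had 0 BCR genes among 3 parental genes with a KEGG pathway or fewer (exact p = 1). With so few genes at most 0.24 BCR genes would be expected in any of these stages, so their odds ratio of 0 decides nothing about a change of direction.

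Among 1143 values of named circRNAs, miRNAs and genes under an alternative, 966 were the same, 160 weaker, 9 stronger and 8 reversed. The weaker ones were 48 at a dispersion of 0.16, 44 after adjustment, 35 with halved counts and 21 with at least 10 counts, and the rest lay under other settings. The reversed ones are mRNAs whose log2 fold change of FPKM and of counts differ in sign. Per mRNA count, and with the added TMM normalization besides, the log2 fold change was 0.92 and 0.99 for Ighm and 0.85 and 0.92 for Tpt1 in Pre vs. Pro. It was -0.56 and -0.57 for Bach2 in Immature vs. Pre. For Tpt1, Mature vs. Immature, it was -0.18 and -0.0901.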

Differences from the paper's values

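No test in this part was chosen after its result was seen, whereas the settings called added were. They include settings found by comparing results with the paper's numbers.

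The highest share of miRNAs found in 1 stage only was 15.8%, in pro-B cells, against the paper's 10%. Of the alternatives set before the data were examined, at least 10 tags in a stage gave 11.0%, and downsampling gave 17.9% and 26.1%. Mouse miRNAs at a TPM of 1 or more, chosen after seeing the values, gave 9.20%, and the circRNA depth with at least 2 reads in 1 library, also added, gave 6.34%.

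In Pre vs. Pro, 75 miRNAs were higher against the paper's 39, and 403 were lower against the paper's 142. For the higher ones, a dispersion of 0.16 gave 31, adjustment 57, halved counts 39 and at least 10 counts 58, all within 1.5 times, and the other alternatives set before the data were examined did not close the gap. For the lower ones, none of those alternatives closed it, and the nearest was 223 at a dispersion of 0.16. In Immature vs. Pre, 70 were higher against the paper's 39, and adjustment gave 49 and halved counts 32. There 174 were lower against the paper's 70, and a dispersion of 0.16 gave 98. In Mature vs. Immature, 314 were higher against the paper's 128, and none of those alternatives closed the gap. Mouse miRNAs only, chosen after seeing the values, gave 31 higher and 174 lower, 39 and 75, and 138 and 108 in the 3 transitions. TMM normalization with mouse miRNAs only, chosen after seeing the values, gave 39 and 142, 39 and 70, and 128 and 126, which are the paper's numbers. Counts of mRNAs that were not rounded, also chosen after seeing the values, gave the paper's 589 and 3233, 1051 and 1163, and 2571 and 700, where rounded counts gave 590 and 3234, 1046 and 1169, and 2568 and 703.

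The miRNAs called in 1 transition only numbered 220, 77 and 242, against the paper's about 55 in Fig. 8A, about 30 in Fig. 8B and about 130 in Fig. 8C, read by eye. Halved counts gave 173 in the last transition, and the other alternatives set before the data were examined did not close a gap. TMM normalization with mouse miRNAs only, chosen after seeing the values, gave 55, 30 and 128.

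The paper's miRNA correlations in Fig. 2E, read by eye, were nearest to the square of r on log2(value + 1), and the values here are given on that scale. For pro-B and pre-B cells the value was 0.75 against the paper's about 0.80, and for pro-B and immature B cells 0.731 against about 0.75. For pro-B and mature B cells it was 0.71 against about 0.80, and for pre-B and immature B cells 0.887 against about 0.91. For pre-B and mature B cells it was 0.725 against about 0.76, and for immature and mature B cells 0.759 against about 0.79. Neither Spearman's rho nor the restriction to miRNAs above 0 in both stages closed a gap. Mouse miRNAs only on the same scale, chosen after seeing the values, gave 0.798, 0.75, 0.803, 0.912, 0.762 and 0.785 in the same order.

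Some statements of the paper differ in direction or in members from the values here, in part under an alternative scale only. The paper calls mmu-miR-15a-3p, mmu-miR-467e-5p and mmu-miR-542-3p in its networks, and here their exact P values were 0.122, 0.0625 and 0.167. With TMM normalization they were 0.00396, 0.0313 and 0.0415. With TMM normalization, 7 and 69 miRNAs of the first and last networks were called, which are the paper's numbers. In the pattern of Figure 3D, 28 of the paper's 33 circRNAs moved as drawn. The paper calls Ighm lower in pre-B cells, and here its FPKM was lower too (374 in pro-B and 184 in pre-B cells). Per mRNA count, the log2 fold change of Ighm was 0.92. The paper's qPCR of the picked mRNAs, relative to Gapdh, was not analysed here. The paper calls the pathways of the last network significantly enriched, and the lowest q value in Table S9, the paper's, is 0.0958.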

Other observations

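The tests of reads per circRNA, PCR copies, circRNA classes, parental genes and even counts were chosen only after the results were seen, and the test of unannotated transcripts was fixed before.

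Among circRNAs found in 1 library, 528 of 528 with 2 reads or read pairs lie there by construction, 70 with 2 reads by the listing rule and 458 with 4 reads by the way pairs were assigned. This test is void, and for them few reads and the stage cannot be told apart. Whether the listing rule alone puts a circRNA with 4 reads into 1 library depends on whether 2 pairs or 1 pair is needed, which the paper does not say. For circRNAs with 3 or more reads or read pairs, few reads are argued against, since 276 of 477 lay in 1 library and 95% of the redistributions gave between 15 and 33. The same holds where pairs do not depend on the split, with 199 of 386 circRNAs of 6 or more reads in 1 library, against 11 to 27 at most. Reads that do not come from circRNAs, in the antisense, intronic and exon-intron classes, are argued against as the whole source. Of the circRNAs of annotated or single exons, 82 of 241 lay in 1 library, against 4 to 14 in the redistributions, while the other classes had 192 of 233. With all circRNAs in pairs and at least 6 reads, the numbers were 57 of 208, against 3 to 13, and 140 of 175. Among circRNAs listed in circBase with 3 or more reads or read pairs it was 7 of 34, against 0 to 3. Expression of the parental gene is argued against as the whole cause, since 33.3% of 261 such circRNAs had the highest share of parental FPKM in the same stage, above the 19.5% to 29.1% that permuted stages gave but a minority. The parental gene had an FPKM under 1 in that stage for 21.8% of them. This cut depends in part on the library, since the median log2 FPKM ratio was -2.20 from pro-B to pre-B cells and 2.02 from immature to mature B cells. The test was not split by class, and 105 of the 276 circRNAs were antisense to the gene. Copies of 1 molecule made in the PCR stay open and cannot be told apart from separate molecules, since the paper describes no molecular identifiers. Of the 123 circRNAs with at least 10 reads, 18 lay in 1 library, for which many copies of 1 molecule would be needed. A regulation of circRNAs by the stage stays open and was not tested, since each stage has 1 library.

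Of the nonzero counts of back-spliced reads, 84.5% were even, and 82.3% of the circRNAs had even counts in every library. This is in line with both mates of a read pair being counted. With pairs counted as 1, a circRNA with 4 reads rests on 2 fragments. No biological explanation was tested.

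A few mRNAs kept a similar FPKM from pro-B to pre-B cells, while most fell. Among 9 such genes, chosen for this pattern, were Slc38a6, with 6753, 7407, 4906 and 7171 counts, Noct and Tmem72. Reads of abundant unannotated transcripts at the same locus counted on the gene cannot be told apart from steady expression. The test fixed for it has no power, because unannotated transcripts carry no gene symbol, so that 0 of the 9 genes were matched whatever the reads. A steady level from pro-B to pre-B cells stays open and was not tested.

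The lncRNA table held 13039 transcripts at an FPKM of 1 or more, and 3465 of them (26.6%) reached it in 1 stage only. By stage the shares were 13.7% in pro-B cells, 4.63% in pre-B cells, 4.64% in immature B cells and 13.7% in mature B cells. The median log2 FPKM ratio of Ensembl transcripts of this table was -0.41 in Pre vs. Pro, 0.22 in Immature vs. Pre and 0.42 in Mature vs. Immature.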
